# Unique properties of a subset of human pluripotent stem cells with high capacity for self-renewal

**DOI:** 10.1038/s41467-020-16214-8

**Published:** 2020-05-15

**Authors:** Kevin X. Lau, Elizabeth A. Mason, Joshua Kie, David P. De Souza, Joachim Kloehn, Dedreia Tull, Malcolm J. McConville, Andrew Keniry, Tamara Beck, Marnie E. Blewitt, Matthew E. Ritchie, Shalin H. Naik, Daniela Zalcenstein, Othmar Korn, Shian Su, Irene Gallego Romero, Catrina Spruce, Christopher L. Baker, Tracy C. McGarr, Christine A. Wells, Martin F. Pera

**Keywords:** Embryonic stem cells, Pluripotent stem cells, Self-renewal

## Abstract

Archetypal human pluripotent stem cells (hPSC) are widely considered to be equivalent in developmental status to mouse epiblast stem cells, which correspond to pluripotent cells at a late post-implantation stage of embryogenesis. Heterogeneity within hPSC cultures complicates this interspecies comparison. Here we show that a subpopulation of archetypal hPSC enriched for high self-renewal capacity (ESR) has distinct properties relative to the bulk of the population, including a cell cycle with a very low G1 fraction and a metabolomic profile that reflects a combination of oxidative phosphorylation and glycolysis. ESR cells are pluripotent and capable of differentiation into primordial germ cell-like cells. Global DNA methylation levels in the ESR subpopulation are lower than those in mouse epiblast stem cells. Chromatin accessibility analysis revealed a unique set of open chromatin sites in ESR cells. RNA-seq at the subpopulation and single cell levels shows that, unlike mouse epiblast stem cells, the ESR subset of hPSC displays no lineage priming, and that it can be clearly distinguished from gastrulating and extraembryonic cell populations in the primate embryo. ESR hPSC correspond to an earlier stage of post-implantation development than mouse epiblast stem cells.

## Abstract (web summary)

Human pluripotent cells (hPSCs) in standard culture are similar to mouse epiblast cells, but heterogeneity within hPSC cultures complicates comparisons. Here the authors show that a subpopulation of hPSCs enriched for self-renewal capacity have distinct cell cycle, metabolic, DNA methylation, and ATAC-seq profiles.

## Introduction

The successful application of human pluripotent stem cells (hPSC) in research and cell therapy relies on the ability to maintain, expand, and differentiate these cells in vitro in a tightly controlled and efficient fashion. Our understanding of the regulation of pluripotent stem cell self-renewal and lineage specification is in turn built largely on embryological paradigms, with developmental roadmaps providing critical knowledge of the key transitional stages, and pinpointing the extrinsic and internal molecular pathways drive cell fate decisions. In the mouse, we now have a fairly clear understanding of the states of pluripotency that span the developmental stages between the blastocyst and the late gastrula in vivo^1^. The characterization of mouse naive embryonic stem cells (ESC)^2^ and epiblast stem cells (EpiSC)^3,4^ as in vitro equivalents of the preimplantation epiblast and the anterior primitive streak, respectively^5^, has shed considerable light on the properties of the cultured cells. Recently, a stage between these two pluripotent states called formative pluripotency, corresponding to the early post-implantation epiblast, has been described^6^. Defined by specific molecular and biological features, including an absence of lineage priming and a rapid response to induction of lineage specification (including the germline lineage), formative mouse pluripotent stem cells have yet to be successfully serially propagated in vitro.

The derivation of mouse EpiSC, their characterization as epithelial cells dependent upon activin and FGF2 for maintenance in the pluripotent state^3,4^, and their co-expression of lineage-specific and pluripotency genes^4,5,7–10^, led many researchers to the conclusion that hPSC derived and maintained under conventional culture conditions (archetypal hPSC), which share these features, equate to the primed state of mouse pluripotency. This in turn led to a search for conditions that would support long-term maintenance of hPSC in a naive state^11,12^. Several culture systems have been described that support a cell with molecular features quite similar to the human preimplantation epiblast^13,14^. Extended propagation of diploid hPSC in these systems remains challenging, however.

Population heterogeneity complicates the interpretation of stem cell phenotype. To dissect heterogeneous populations in archetypal hPSC cultures, we used monoclonal antibodies to cell surface antigens to define subsets of stem cells that exist in a hierarchical continuum of cell states. When we subjected these cells to transcriptional profiling, we observed co-expression of pluripotency genes with lineage specific transcription factors, particularly in subpopulations of cells with lower levels of stem cell surface marker and pluripotency gene expression^15^. Importantly though, we also found that cells which expressed pluripotency markers at high levels were less likely to display lineage priming.

Subsequently by analyzing cells grown under defined conditions, and using a more refined sorting strategy to isolate the subpopulation enriched for high self-renewal (ESR) followed by medium throughput single-cell RT-QPCR, we were able to show that the cells at the top of the hierarchy expressed very uniform and high levels of pluripotency markers, and showed no lineage priming^16^.

As cells traverse through stages of pluripotency in vitro and in vivo, they undergo changes in cell cycle regulation and metabolic activity, they restructure their epigenome, and their gene expression profile changes. The ability to sort highly purified populations of hPSC with high self-renewal capacity, and to analyse transcription in these subpopulations at the genomic level using RNA-Seq for subpopulation and single cell analysis, coupled with the availability of new single-cell gene expression data from preimplantation and post-implantation primate embryos, prompted us to re-examine the properties of the ESR subpopulation of archetypal hPSC, and to reconsider its developmental status. The results show that the ESR subpopulation resembles the primate early post-implantation epiblast, similar to the mouse formative state of pluripotency.

## Results

### Self-renewal of subsets of hPSC

We have previously used flow cytometry to isolate cell subpopulations, followed by assay of colony forming ability as an indicator of self-renewal^15,17^. hPSC survival after dissociation to single cells and flow cytometry is poor. We therefore developed a simple methodology that would allow comparison of self-renewal of defined cell populations at reasonable levels of initial survival after flow cytometry, through sorting small aggregates of cells, to maintain cell–cell contacts and enhance post-sort survival^18^.

Fluorescence activated cell sorting using antibodies GCTM-2 and TG30 (recognizing CD9) enabled us to recover small cell aggregates (chiefly doublets; singlets, 17%; doublets, 61%; triplets, 16%; quadruplets, 6%) (Fig. 1a). We seeded wells with equal cell numbers as aggregates or singlets. Although both aggregates and single cells attached to the plate after sorting, a much larger fraction of the aggregates had begun to spread 1 h after plating, indicative of high viability; the difference was more evident after 24 h (Fig. 1b). Initial attachment, spreading and survival of the GCTM-2^high^CD9^high^ subpopulation was similar to the GCTM-2^mid^CD9^mid^ subpopulation. Flow cytometry re-analysis of both subpopulations 72 h later showed that they had largely retained their cell surface phenotypes though as shown previously^19^, the GCTM-2^high^CD9^high^ population had begun to reconstruct the entire cell state continuum (Fig. 1c). By 4 days, cells plated as aggregates displayed a higher colony forming efficiency than single cells, and the GCTM-2^high^CD9^high^ subpopulation had formed a much larger number of microcolonies (Fig. 1d–e). Colonies formed from GCTM-2^high^CD9^high^ aggregates were larger and showed a higher proportion of cells bearing stem cell markers compared with colonies formed by GCTM-2^mid^CD9^mid^ cells (Fig. 1f). Time-lapse video microscopy confirmed that the initial cell numbers attaching to the dish were similar for the two subpopulations. However, subsequent monitoring showed that while both subpopulations were migratory and underwent cell division, the GCTM-2^high^CD9^high^ subpopulation persisted to form colonies of 4–32 cells several days later, whereas the GCTM-2^mid^CD9^mid^ colonies suffered abortive expansion and, in many cases, extinction (Supplementary Movies 1 and 2).

**Fig. 1:**
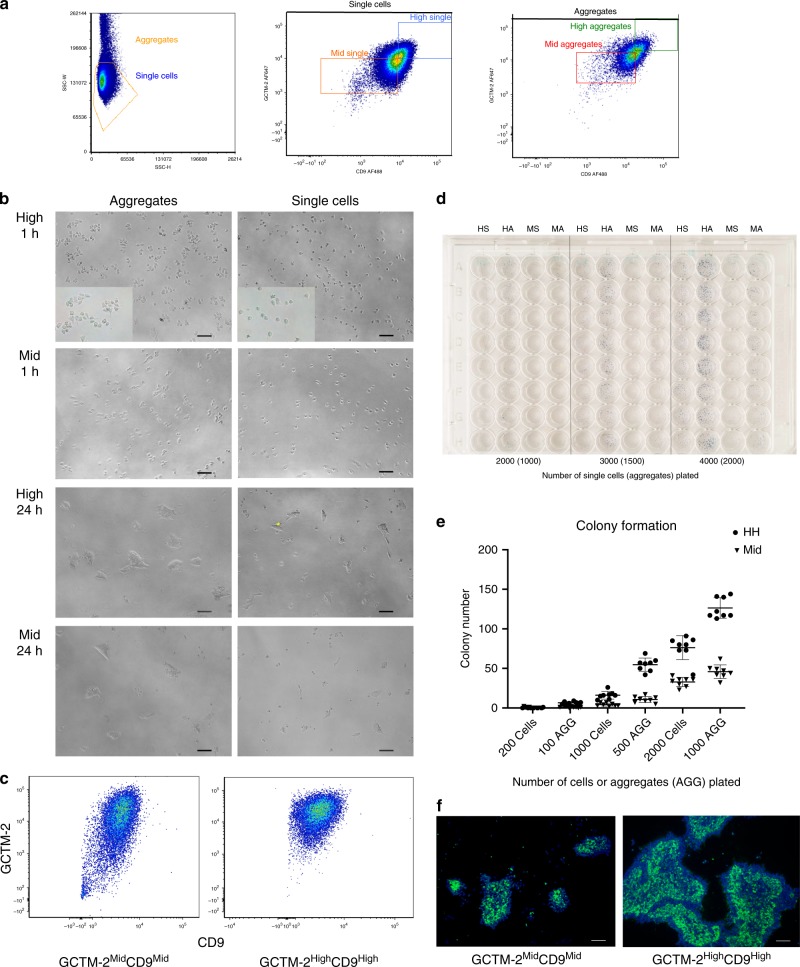
Assay of self-renewal of subpopulations of hPSC under conditions that maintain cell–cell contacts. **a** Isolation of aggregates of subsets of hPSC by flow cytometry. Left panel, side and forward scatter; middle panel, separation of single cells using GCTM-2 and anti-CD9; right panel, separation of cell aggregates using GCTM-2 and anti-CD9. **b** Phase contrast image of aggregates and single cells 1 and 24 h after plating. At 1 h, both populations of aggregates (GCTM-2^high^CD9^high^, HIGH and GCTM-2^mid^CD9^mid^, MID) have attached and spread onto the substrate. Scale bar = 100 micron. **c** Flow cytometry analysis of cell surface antigen expression in aggregate cultures prepared as in a 72 h after plating. **d** Microcolony formation after 4 days by single cells (200, 1000, or 2000) or aggregates (100, 500, or 1000) of GCTM-2^high^CD9^high^ (HS, HA) and GCTM-2^mid^CD9^mid^ (MS, MA) subpopulations. **e** Numbers of microcolonies formed at 4 days by GCTM-2^high^CD9^high^ or GCTM-2^mid^CD9^mid^ single cells or aggregates (AGG). Values represent the mean ± standard deviation from eight wells from one experiment; see Supplementary Table 5 for biological replicates of this assay. **f** Immunostaining with stem cell surface marker antibody GCTM-2 of colonies formed by aggregates of GCTM-2^mid^CD9^mid^ and GCTM-2^high^CD9^high^ subpopulations. Scale bar = 100 micron. Results in **b**, **d**, and **f** display representative outcomes from three experiments.

### Differentiation potential of hPSC subpopulations

In the mouse, the ability to differentiate efficiently into germ cells in vitro is limited to epiblast like cells at the stage of formative pluripotency^20,21^. Naive pluripotent stem cells or epiblast stem cells both lack this capacity^21^. Using the two-step protocol to generate first a mesoderm-like intermediate and subsequently convert these cells to PGC-like cells^22^, we measured the degree of differentiation of the GCTM-2^high^CD9^high^EPCAM^high^ and GCTM-2^mid^CD9^mid^ populations using flow cytometry to quantitate EPCAM/ITGA6 double high cells which represent PGC-like cells (Fig. 2a). GCTM-2^high^CD9^high^EPCAM^high^ cells showed higher expression of EPCAM and ITGA6 at the onset, as expected. After 2 days of differentiation into mesoderm-like cells, both groups showed loss of EPCAM expression but at Day 4 after PGC-like cell induction, an EPCAM/ITGA6 double positive fraction was observed in both groups. Cultures that did not receive growth factors to induce germ cell formation contained no EPCAM/ITG6A double high population. The GCTM-2^high^CD9^high^EPCAM^high^ population had largely disappeared by the end of the time course, as noted by Sasaki et al.^22^. The identity of the PGC-like cells was confirmed by staining with antibodies to PRDM1 and NANOS3 (Fig. 2b). More PGC-like cells were consistently obtained from GCTM-2^high^CD9^high^EPCAM^high^ compared with GCTM-2^mid^CD9^mid^ subpopulations in both cell lines, though there was a high degree of inter-assay variability (Fig. 2c). We and others have shown previously that the ESR fraction of hPSC is pluripotent (Figs. 4 and 5, refs. ^17,19^). In this study, directed differentiation in adherent culture, carried out on cell lines WA09 and WA01, confirmed that both the GCTM-2^high^CD9^high^ subpopulation and the remaining cell population were pluripotent, as measured by expression of markers characteristic of progenitors of all three embryonic germ layers (Fig. 2d).

**Fig. 2:**
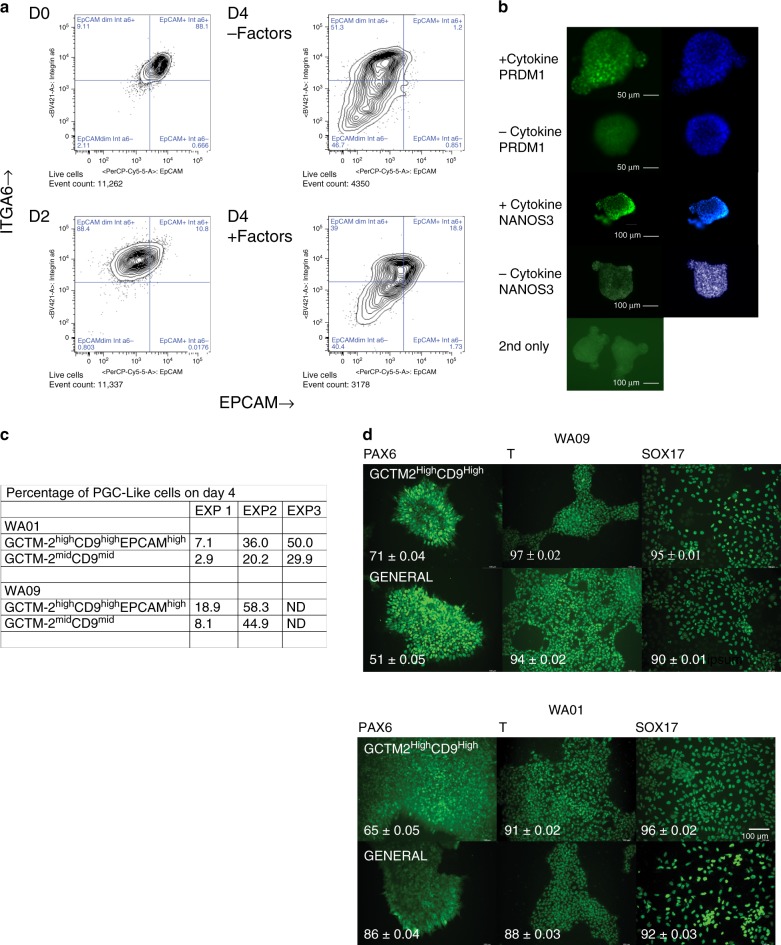
Differentiation potential of GCTM-2^high^CD9^high^EPCAM^high^ and GCTM-2^mid^CD9^mid^ subpopulations. **a** Flow cytometry assay showing differentiation of GCTM-2^high^CD9^high^EPCAM^high^ subpopulation into PGC-like cells. Panels show flow cytometry analysis for expression of EPCAM and ITGA6 in starting population (Day 0), post induction of incipient mesoderm-like cell with ACV and CHIR99021 (Day2), and PGC induction (addition of BMP4, LIF, KITLG, and EGF) versus controls without these factors (Days 4 + and − factors). **b** Staining of aggregates of PGC-like cells for PRDM1 or NANOS3 on Day 4. Aggregates incubated with cytokines showed strong nuclear staining; those incubated in the absence of factors did not. DNA staining to right of each image. Scale bar PRDM1 panels 50 μM; NANOS3 and 2nd antibody only, 100 μM. Staining with secondary antibody alone in bottom panel. **c** Table showing percentage yield of EPCAM^+^ITG6A^+^ cells on Day 4 in two cell lines for GCTM-2^high^CD9^high^EPCAM^high^ and GCTM-2^mid^CD9^mid^ subpopulations. **d** Directed differentiation of the GCTM-2^high^CD9^high^ fraction and the remaining population of WA09 and WA01 cells in adherent culture. Panels show staining for PAX6, T, and SOX17 after induction of differentiation for 5 days. Numbers on each panel represent the proportion of cells positive for the indicated marker ± 95% confidence interval. Scale bar = 100 μM, same magnification in all panels. Results in **b** and **d** display representative outcomes from two experiments on two cell lines.

### ESR cells have a cell cycle with a low G1 fraction

Initial analyses of the mouse ESC cell cycle indicated that naive mouse ESC, and cells of the epiblast, show a shortened cell cycle with a minimal G1 component^23^. While more recent work shows that the cell cycle state of naive mouse stem cells is dependent upon culture conditions^24^, it remains clear that lineage commitment is coupled to cell cycle regulation in mouse and human PSC, and that the G1 phase represents a decision point for undergoing lineage specification^25–27^.

Here we re-assessed our previous finding that a subset of cells expressing high levels of the stem cell antigen GCTM-2 had a reduced G1 fraction compared with the remainder of the population^28^. Using a more refined sorting procedure and EdU incorporation to identify S-phase cells. we determined the cell cycle phase distribution of GCTM-2^high^CD9^high^EPCAM^high^, GCTM-2^high^CD9^high^, and GCTM-2^low^CD9^low^ subpopulations, compared with unsorted cells (the general population). As shown in Fig. 3, very few of the GCTM-2^high^CD9^high^EPCAM^high^ or GCTM-2^high^CD9^high^ cells were in G0/G1 phase, with most of this subpopulation in S or G2/M. By contrast, GCTM-2^low^CD9^low^ cells were predominantly in G0/G1 (~70%). The cell cycle phase distribution of the unsorted general population was consistent with these findings. Results using a different WA09 subline with a FUCCI reporter^29^ confirmed these conclusions (Supplementary Fig. 1).

**Fig. 3:**
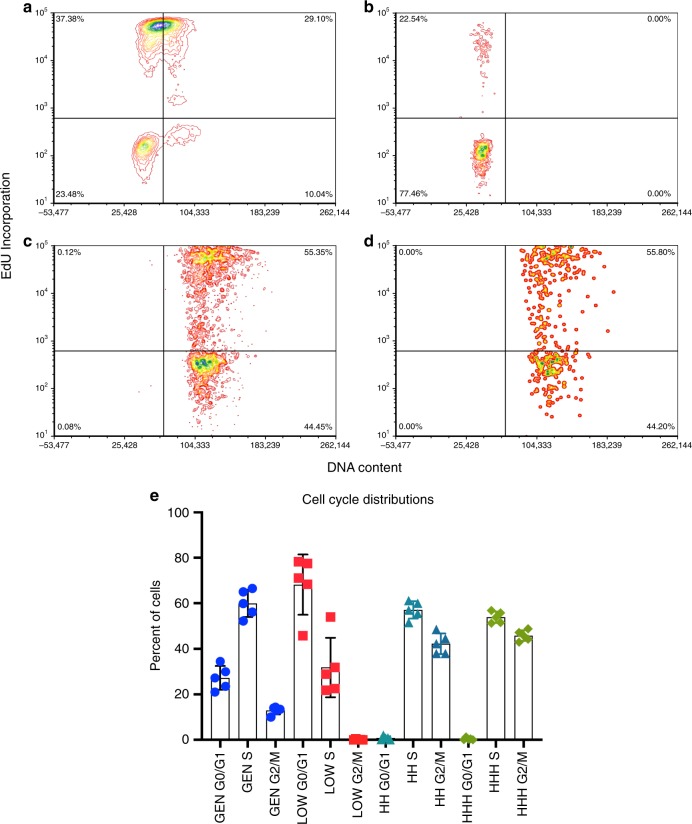
Cell cycle analysis of hPSC subpopulations by flow cytometry of EdU labeled cultures. Cells were pulsed labeled with EdU, sorted into three subpopulations using cell surface markers GCTM-2 and CD9 with or without EPCAM, and analyzed by flow cytometry. **a**–**d** Flow cytometry profiles from one experiment. **a** Unsorted population; **b** GCTM-2^low^CD9^low^; **c** GCTM-2^high^CD9^high^; **d** GCTM-2^high^CD9^high^EPCAM^high^; **e** summary showing results from seven experiments. Mean values are shown and error bars represent standard error of seven biological replicates; General is unsorted population, low is GCTM-2^low^CD9^low^, HH is GCTM-2^high^CD9^high^, and HHH is GCTM-2^high^CD9^high^EPCAM^high^. See Supplementary Table 6 for biological replicate data points.

### Active mitochondria and bivalent metabolism in ESR cells

Metabolic activity is modulated throughout early mammalian development. The preimplantation relies on a combination of aerobic glycolysis and oxidative phosphorylation, and this metabolic pattern is maintained during post-implantation development up to E7.5 in the mouse^30^. Like the epiblast, naive state mouse ESC show this bivalent metabolism, while primed epiblast stem cells rely primarily on glycolysis^31^. Similar transitions from bivalent metabolism to glycolysis have been reported during conversion of naive to primed hPSC^32,33^.

To determine if the energy metabolism status of hPSC is dependent on their position in the pluripotency hierarchy, we first assessed the mitochondrial membrane potential of defined subsets of hPSC by measuring the uptake of the mitochondrial dye tetramethylrhodamine methyl ester (TMRM), or the combined uptake and the ratio of red/green fluorescence of the dye JC-1. Live cell staining of WA09 cells showed that staining with TMRM was strongest at the edge of the colonies, where cells expressing the highest levels of the stem cell marker CD9 are found (Fig. 4a). To quantitate mitochondrial activity across the cell populations, WA09 cells were incubated with TMRM or JC-1, labeled with stem cell surface makers GCTM-2, TG30 (anti-CD9), and anti-EPCAM, and the GCTM-2^high^CD9^high^EPCAM^high^ and GCTM-2^low^CD9^low^ fractions were identified by flow cytometry. The GCTM-2^high^CD9^high^EPCAM^high^ subpopulation stained more intensely with TMRM, and showed higher ratio of red to green fluorescence following incubation with JC-1 compared with the general (remaining) population, or the GCTM-2^low^CD9^low^ subpopulation (Fig. 4b–c), indicating increased mitochondrial activity in the GCTM-2^high^CD9^high^EPCAM^high^ subpopulation.

**Fig. 4:**
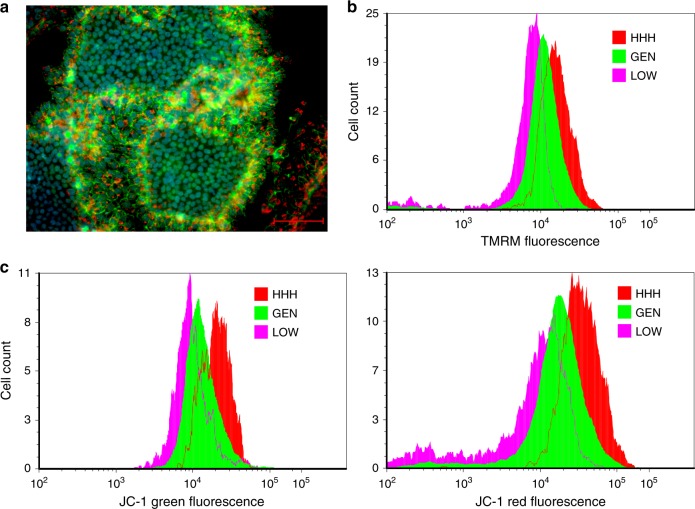
Mitochondrial activity in subpopulations of hPSC. **a** Double label staining of live cells with TMRM and stem cell surface marker CD9. Cells at the edges of colonies stain most strongly with antibody and dye. Scale bar = 100 micron. **b** Flow cytometry analysis of TMRM staining in GCTM-2^high^CD9^high^EPCAM^high^ (HHH), GCTM-2^low^CD9^low^ (LOW), and unsorted (GEN) population. **c** Flow cytometry analysis of green (left panel) and red (right panel) JC-1 dye emission in GCTM-2^high^CD9^high^EPCAM^high^ (HHH), GCTM-2^low^CD9^low^ (LOW), and unsorted (GEN) population. GCTM-2^high^CD9^high^EPCAM^high^ cells display highest ratio of green to red emission, indicative of high mitochondrial membrane potential. Results in a display representative outcomes from three experiments.

Analysis of mitochondrial oxidative phosphorylation in live cells using the Agilent Seahorse XF apparatus confirmed that the basal oxygen consumption rate (OCR) was higher in the GCTM-2^high^CD9^high^EPCAM^high^ subpopulation compared with the remaining GEN population (Fig. 5a). These cells also exhibited higher spare mitochondrial capacity, as indicated by maximum OCR achieved after addition of proton uncoupling agent FCCP (Fig. 5a). Comprehensive analysis of intracellular metabolite levels in the GCTM-2^high^CD9^high^EPCAM^high^ cells and unfractionated population using liquid chromatography and gas chromatography–mass spectrometry (LC–MS, GC–MS) provided further evidence that the GCTM-2^high^CD9^high^EPCAM^high^ cells exist in a distinct metabolic state. Principal Component Analysis (PCA, Supplementary Fig. 2a, b) and hierarchical cluster analysis (Fig. 5b, LC–MS; Supplementary Fig. 2c, GC–MS) clearly separated the purified cell population from the GEN population. Consistent with the live cell staining and OCR analysis, the GCTM-2^high^CD9^high^EPCAM^high^ contained elevated levels of TCA cycle metabolites (Fig. 5c) and was depleted in many amino acids and metabolites in the urea cycle (Supplementary Tables 1–2), compared with the general population. Pathway analysis further confirmed the distinct metabolic profile of the GCTM-2^high^CD9^high^EPCAM^high^ subpopulation (Supplementary Fig. 2d, e).

**Fig. 5:**
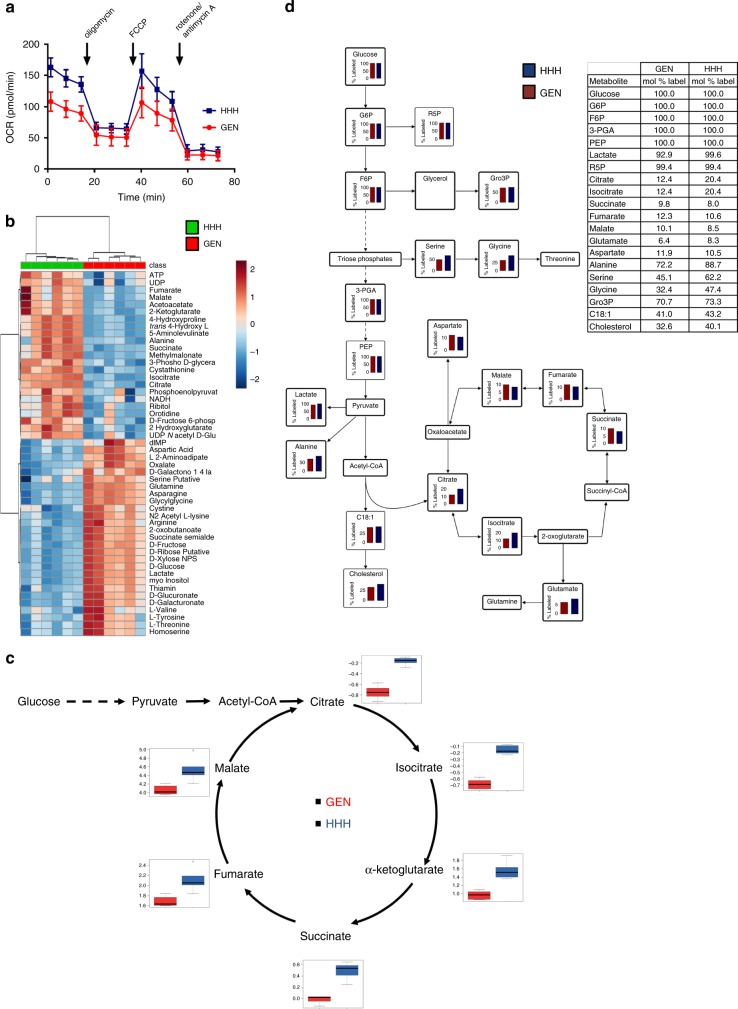
Analysis of the metabolism of GCTM-2^high^CD9^high^EPCAM^high^ cells. **a** Seahorse XF analysis of oxygen consumption rate (OCR) in the GCTM-2^high^CD9^high^EPCAM^high^ (HHH) and unsorted (GEN) cell populations. Data represent means ± standard error. Differences in the measurements of basal respiration and respiration after oligomycin, FCCP, and rotenone/antimycin between the HHH and general cell population were compared in a two-talied *t*-test; the *p*-values was 0.0000031, 0.0025, 0.0032, and 0.005, respectively, for six biological replicates per condition with three measurements each. **b** Metabolomic analysis of GEN and HHH cells. Unsupervised hierarchical cluster analysis of metabolite levels determined by LC–MS differing between the two samples (*t*-test with Benjamini–Hochberg FDR = 0.05) in replicate samples leads to clear separation of the two populations. The metabolite abundance values are normalized by scaling to zero mean and unit variance by compound. Cells colored red denote higher abundance, while blue denotes lower abundance. **c** Levels of TCA cycle intermediates are elevated in GCTM-2^high^CD9^high^ cells. Polar metabolites from unfractionated hPSC and GCTM-2^high^CD9^high^ cells were analyzed by GC–MS and relative abundance of TCA cycle intermediates after medium normalization shown as box plots. Values are means ± standard error of three biological replicates. For each boxplot, the bisecting line of each box represents the median. The top and bottom ends of each box are the 75th and 25th percentiles, respectively. The top and bottom horizontal lines extending out of each box are the minimum and maximum values, respectively. **d** HHH and GEN cells were metabolically labeled with ^13^C glucose for 2 h and ^13^C-enrichment (expressed as mol%) in select intermediates measured by GC–MS.

To gain further insights into the metabolic wiring of this subpopulation of cells, GCTM-2^high^CD9^high^EPCAM^high^ fractionated cells and the GEN population of hPSC were cultivated in the presence of ^13^C glucose for 2 h and level of ^13^C-enrichment in different intermediates of central carbon metabolism monitored by GC–MS. High levels of ^13^C-enrichment were observed in all intermediates in glycolysis and the pentose phosphate pathway confirming that both cell populations exhibit high rates of aerobic glycolysis (Fig. 5d). Interestingly, ^13^C-enrichment in serine and glycine, which are synthesized from the glycolytic intermediate 3-phosphoglycerate, were higher in the GCTM-2^high^CD9^high^EPCAM^high^ cells, indicating that these cells may have higher rates of amino acid and protein synthesis. Consistent with GCTM-2^high^CD9^high^EPCAM^high^ cells having elevated rates of mitochondrial metabolism, ^13^C-enrichment in citrate and isocitrate were substantially upregulated in this subpopulation (Fig. 5d). However, ^13^C-enrichment in later intermediates in the oxidative cycle (succinate, fumarate, and malate) were not significantly changed between the two cell populations indicating that early intermediates in the TCA cycle may be diverted into anabolic pathways (catapleurosis). Increased catapleurosis in the GCTM-2^high^CD9^high^EPCAM^high^ cells was supported by the elevated levels of ^13^C-labeling in glutamate, which is synthesized from the TCA cycle intermediate, α-ketoglutarate, as well as high levels of ^13^C-enrichment in long chain unsaturated fatty acids (i.e., oleic acid) and cholesterol, indicating high rates of membrane biogenesis or turnover. Overall, these data provide compelling evidence that the GCTM-2^high^CD9^high^EPCAM^high^ cells are metabolically more active than the GEN hPSC population, exhibiting higher rates of oxidative phosphorylation and anabolic amino acid and lipid synthesis.

### DNA methylation in hPSC cultured under defined conditions

Levels of DNA methylation in the mouse and human epiblast are low, but increase substantially in the mouse following embryo implantation and activation of the de novo methyltransferases *Dnmt3a* and *Dnmt3b*^34,35^. Reduced representation bisulfite sequencing to assess levels of DNA methylation showed no major differences between the relatively low mean levels of overall DNA methylation or levels of DNA methylation over CpG islands between the GCTM-2^high^CD9^high^EPCAM^high^ subpopulation and the general population (Fig. 6a, b). DNA methylation distributions were bimodal (Fig. 6c, d), and there was little evidence of differential methylation at CpG islands across any particular loci in the GCTM-2^high^CD9^high^EPCAM^high^ subpopulation (Fig. 6e). The extent of DNA methylation at CpG islands in various repeat elements was high and did not vary between the unsorted and GCTM-2^high^CD9^high^EPCAM^high^ fraction (Fig. 6f). De novo DNA methyltransferases *DNMT3A* and *DNMT3B* were both expressed along with *TET1* across the cell populations studied (below and Supplementary Fig. 3a–j), similar to the early post-implantation epiblast in the mouse^36^, and suggestive of a highly dynamic state of DNA methylation in these cells.

**Fig. 6:**
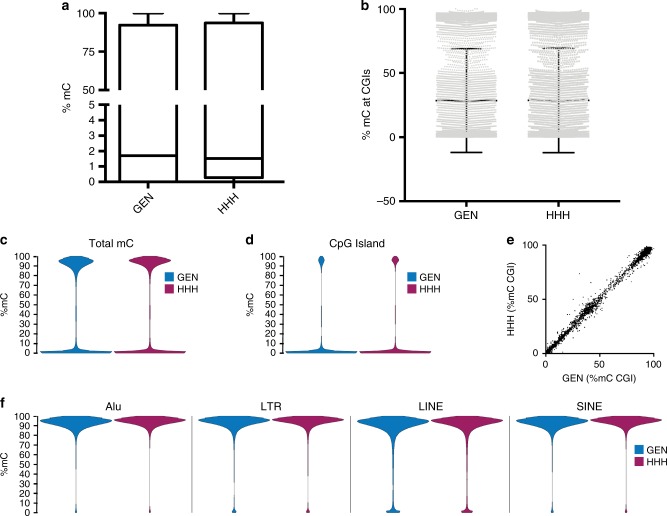
Reduced representation bisulfite sequencing analysis of DNA methylation in unsorted (GEN) and GCTM-2^high^CD9^high^EPCAM^high^ (HHH) subpopulations. **a**, **b** Box plots of overall DNA methylation (**a**) and methylation at CpG islands (**b**). In **a**, line indicates median, box shows 25th to 75th percentile, and bars show maxima and minima. In **b**, line shows the mean and error bars show standard deviation. **c**, **d** Bean plots showing the distribution of DNA methylation (%mC) of individual CpGs, both genome wide (**c**) and at CpG islands (**d**). **e** Scatter plot showing the %mC at all CpG islands comparing the GEN and HHH populations. **f** Bean plots showing the %mC of individual CpGs at the repetitive elements of type Alu, LTR, LINE, and SINE. All data shown is the average for GEN (*n* = 2) and HHH (*n* = 3).

### Differential chromatin accessibility in hPSC subpopulations

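Chromatin accessibility was measured by FAST-ATAC, in which the Tn5 transposase cuts open chromatin and inserts sequencing adapters, in the human embryonic stem cell line WA09. The sorted groups were the GCTM-2 highCD9 highEPCAM high population (the high population) and the GCTM-2 midCD9 mid population (the mid population, which the sample labels and the methods also call low), with 3 replicates of each and 50000 cells per replicate. The authors aligned the reads to hg19, removed duplicates, shifted each read to the Tn5 cut site, called open regions with MACS on alignments combined across replicates, merged the regions of both populations, and deposited the number of reads of each replicate in each merged region, without normalization. The table holds 118556 regions. Total counts in the regions were 17220035, 15486251 and 26225539 for high replicates 1, 2 and 3, and 29025274, 23091028 and 26338105 for mid replicates 1, 2 and 3. Every sample but 1 had at least 1 read in every region, and the median count per region lay between 67 and 110. From these counts, TMM normalization gave a mean factor of 1.03 for the high population and 0.970 for the mid population. Differences were tested in edgeR with the quasi-likelihood test over all regions, with replicate number as a block of 3 levels, and regions with a Benjamini-Hochberg adjusted p-value under 0.01 were called. The block and batch coding, the test, the threshold, the normalization and the replicates that entered each moved a count by more than 1.5 times.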

We next identified critical differences in the chromatin landscape between GCTM-2^high^CD9^high^EPCAM^high^ and GCTM-2^mid^CD9^mid^ populations using the assay for transposase accessible chromatin^37^. In total, we identified 118,442 regions as accessible across both populations. 

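The deposited table listed 118556 regions, with a median width of 879 bp and quartiles of 663 and 1334 bp. Each region was counted in all 6 samples. Requiring a TMM-normalized CPM above 1 in at least 3 samples left 118442 regions and removed 114, a filter chosen after the data were examined. The removed regions had a median of 146.5 reads over the 6 samples, against 546 for all regions.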

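In the edgeR quasi-likelihood test with the replicate block, 2747 regions (2.32% of all regions) were more accessible in the high population and 4472 (3.77%) were more accessible in the mid population, at a Benjamini-Hochberg adjusted p-value under 0.01. A more than 2-fold change was seen in 706 of the high regions (25.7%) and 288 of the mid regions (6.44%). All 3 same-numbered pairs changed in the called direction in 2736 of the high regions and 4459 of the mid regions. The regions were called by a test on these same pairs, so such agreement is largely built in. With no replicate block, 280 regions were called in the high population and 1312 in the mid population. Deviations of same-numbered samples from their group means correlated across regions with r between 0.19 and 0.30, and those of differently numbered samples with r between -0.26 and 0.06. Regions are not independent replicates. Deviations cancel within each group, so positive r in same-numbered samples lowers r in the others by construction. Without the replicate 2 pair, the counts were 371 and 438. With replicate 2 set apart as a batch of 2 levels, the high count was 176, the largest change as a ratio. Which population had more calls depended on the scaling. Total counts only gave 4971 high and 3179 mid regions. Loess offsets on average log2 CPM gave 3718 and 3107, and on region width 3281 and 2841. Mid calls stayed more numerous with upper quartile scaling (2366 high, 5676 mid) and size factors by RLE (2465 high, 4861 mid). Offsets per chromosome (1753 high, 3330 mid) or from neighbouring regions (1118 high, 2427 mid) also kept more mid calls.

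**Figure D1:**
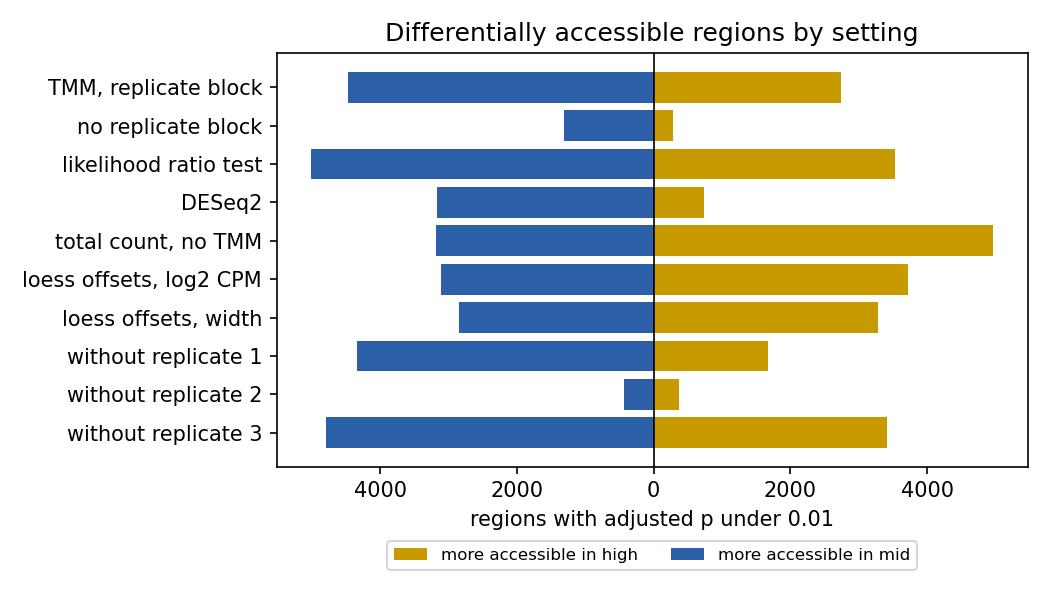
Number of regions with an adjusted p-value under 0.01 in the high population (right, yellow) and in the mid population (left, blue), by setting. Each bar is a count of regions; the counts with TMM and the replicate block are 2747 and 4472, and without replicate 2 they are 371 and 438.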

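The region with the smallest p-value in the high population lay on chromosome X of hg19 from 33005048 to 33006001. It had 12.2 ± 1.35 CPM (counts scaled to the library size; SD, n = 3) in the high population and 3.97 ± 0.864 (SD, n = 3) in the mid population, a log2 fold change of 1.63 (standard error 0.18, adjusted p = 9.74e-09 from edgeR's quasi-likelihood test). In the mid population the smallest p-value belonged to a region on chromosome 20 from 26188468 to 26190828, with 691 ± 54.4 CPM (SD, n = 3) in the high population and 2101 ± 359 (SD, n = 3) in the mid population, a log2 fold change of -1.59 (standard error 0.09, adjusted p = 3.27e-20 from the same test). That region held the most reads of any region in every sample. Its share was 0.0647% to 0.0764% of the counts in the high replicates and 0.174% to 0.248% in the mid replicates. Whether reads of repeated sequence contribute to this region was not tested. The 3 largest changes toward the high population were in regions with few reads, on chromosome Y from 21533055 to 21533236 (log2 fold change 2.73), on chromosome 20 from 54567559 to 54567928 (2.05) and on chromosome X from 62200007 to 62200448 (2.04), none of which passed the filter on CPM or was called by DESeq2. The largest changes toward the mid population were on chromosome 6 from 69607343 to 69607628 (log2 fold change -1.99), which likewise passed neither, on chromosome 8 from 42132066 to 42132616 (-1.90) and on chromosome 2 from 99657235 to 99657750 (-1.87). Gene names are not given here, because no annotation of hg19 was used.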

Of these, 3144 were more accessible in the GCTM-2^high^CD9^high^EPCAM^high^ cells, while 4730 were more accessible in the GCTM-2^mid^CD9^mid^ population (Fig. 7a, FDR < 0.01; quality assessment data Supplementary Fig. 4, Supplementary Data 1). Generally, peaks with increased accessibility in the high population were distant from transcription start sites (TSS), more often found in intergenic and introns typical of enhancers, whereas peaks with increased accessibility in the middle populations were closer to TSS (Fig. 7b) identified as promoters (Supplementary Fig. 5a). 

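Distance to transcription start sites was not computed here, because no annotation of hg19 was used. The overlap counts in Supplementary Data 2 give a related measure for the paper's own called regions. Of the paper's 3144 high regions, 404 (12.8%) overlapped a transcription start site of the UCSC Switch DB set, against 3172 (67.1%) of its 4730 mid regions, an odds ratio of 0.0724 (computed here by Fisher's exact test). From the counts, the 2747 regions called here in the high population had a median width of 1016 bp (quartiles 793.5 and 1368.5), and the 4472 called in the mid population had a median width of 2409 bp (quartiles 1701.75 and 3352.5). The mid regions also held more reads, with a median log2 CPM of 4.77 against 2.57 for the high regions and 2.03 for all regions. With loess offsets on average log2 CPM in place of TMM, the median widths were 1535.5 bp in the high population and 1865 bp in the mid population. Regions on GC-rich chromosomes and regions with many reads shifted toward the mid population, as the closing part describes. That shift was not separated from a biological difference. Whether it contributes to the share of mid regions at start sites was not tested.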

To annotate open chromatin sites in each population we compared their location to the entire set of transcription factor (TF) binding sites across a diverse range of human cell types identified by the ENCODE project^38^ using a locus overlap enrichment analysis^39^ (Supplementary Data 2). Genomic locations more accessible in the GCTM-2^high^CD9^high^EPCAM^high^ population were highly enriched for TF binding sites identified in hPSC compared with the GCTM-2^mid^CD9^mid^ population (Fig. 7c). Furthermore, the most enriched TFs binding at the GCTM-2^high^CD9^high^EPCAM^high^ population sites included known pluripotency factors NANOG, POU5F1 (OCT4), and TCF12 and BCL11A (Fig. 7d, upper panel), the latter two TF having been previously identified as highly expressed in the GCTM-2^high^CD9^high^EPCAM^high^ population^16^. 

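Supplementary Data 2 lists, for each set of binding sites, how many of the paper's called regions overlap it, and 168 sets are in both sheets as given here. The high sheet as given held 168 sets, with 2844 left out, and the mid sheet 1999, with 1013 left out. ENCODE sets numbered 138 in the high sheet (28 from H1 cells) and 680 in the mid sheet (58 from H1 cells). Shares were compared only for sets given in the high sheet. Among the 15 ENCODE sets with the highest of the paper's odds ratios in each sheet as given, 13 were from H1 embryonic stem cells for the high regions and 1 for the mid regions. Setting the shares of overlapping regions against each other, 28 of the 168 sets were ENCODE sets from H1 cells. A higher share of the high regions than of the mid regions overlapped 3 of these (all 3 with adjusted p under 0.05, Fisher's exact test with Benjamini-Hochberg adjustment over the 168 sets), and a higher share of the mid regions overlapped 25 (23 with adjusted p under 0.05). Of the 110 ENCODE sets from other cells, 12 had the higher share in the high regions and 98 in the mid regions. Over all 168 sets, 32 had the higher share in the high regions and 136 in the mid regions. Overlap was counted per region, and the regions called here were wider in the mid population.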

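The sites of these factors in H1 cells overlapped the called regions of both populations. BCL11A sites overlapped 6.14% of the high regions and 3.30% of the mid regions (odds ratio 1.92, adjusted p = 4.19e-09, two-sided Fisher's exact test with Benjamini-Hochberg adjustment). NANOG sites overlapped 9.45% and 7.99% (odds ratio 1.20, adjusted p = 0.0290 from the same test). POU5F1 sites overlapped 5.57% of the high regions and 5.60% of the mid regions, which did not differ (odds ratio 0.993, adjusted p = 0.960). TCF12 sites overlapped a lower share of the high regions, 11.4% against 16.6% (odds ratio 0.645, adjusted p = 9.16e-11). The TEAD4 sites of H1 cells overlapped 31.1% and 22.3% (odds ratio 1.58, adjusted p = 2.98e-18). In the 2 NANOG sets of embryonic stem cells from the CODEX collection, the shares were 24.5% against 12.5% and 18.5% against 12.0%.

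**Figure D2:**
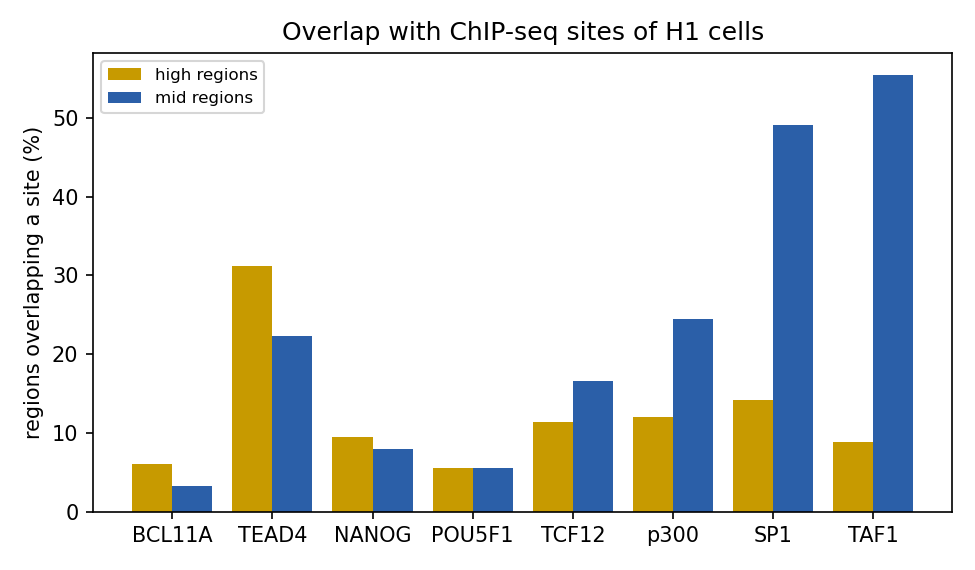
Share of the paper's high regions (yellow) and mid regions (blue) that overlap ChIP-seq sites in H1 cells, in percent, computed from the overlap counts in Supplementary Data 2. BCL11A, TEAD4 and NANOG have the higher share in the high regions, and TCF12, p300, SP1 and TAF1 in the mid regions.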

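In the regions more accessible in the mid population, TAF1 and TBP sites of H1 cells had the largest excess over the high regions by odds ratio. This ranking is among the ENCODE sets in both sheets as given. TAF1 sites overlapped 55.4% of the mid regions and 8.87% of the high regions (odds ratio of high against mid 0.0783), and TBP sites overlapped 49.4% and 7.60% (odds ratio 0.0842). SP1 sites of H1 cells overlapped 49.0% and 14.2% (odds ratio 0.171, adjusted p = 2.58e-237, Fisher's exact test with Benjamini-Hochberg adjustment). Other ENCODE sets had a larger excess than SP1, among them the CTCF sites of GM12891 cells (odds ratio 0.122). Whether the shift of GC-rich chromosomes and of regions with many reads toward the mid population contributes to these excesses was not tested.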

While these same factors were still identified as enriched in the regions in the GCTM-2^mid^CD9^mid^ populations, other general chromatin factors showed the highest overlap (Fig. 7d, lower panel). Finally, we compared regions of increased accessibility in both populations to the tissue and cell-type specific DNAse hypersensitivity clusters identified in human samples^40^. Again, this analysis identified that the regions with greatest enrichment in the GCTM-2^high^CD9^high^EPCAM^high^ population were annotated as being unique to stem cells (Supplementary Fig. 5b, c). 

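Of the DNase hypersensitivity clusters in both sheets as given, 7 were annotated as stem alone. A higher share of the high regions than of the mid regions overlapped each of the 7, with an adjusted p-value under 0.05 for 3 of them. The cluster with the most overlaps, chosen after its values were seen, overlapped 207 of the paper's high regions (6.58%) and 87 of its mid regions (1.84%), an odds ratio of 3.76 (adjusted p = 1.06e-26, Fisher's exact test with Benjamini-Hochberg adjustment). The cluster described as weakly stem cell specific overlapped 18.1% of the high regions and 9.03% of the mid regions (odds ratio 2.22, adjusted p = 2.52e-31 from the same test).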

In summary, these data indicate that the GCTM-2^high^CD9^high^EPCAM^high^ population has greater open chromatin at putative enhancers bound by canonical pluripotent factors at sites unique to stem cells, whereas the low population has greater DNA accessibility at promoters bound by general chromatin and transcription factors. Together these data support the hypothesis that the chromatin of cells in the GCTM-2^high^CD9^high^EPCAM^high^ population exists in a distinct state compared with the low population.

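Over all regions rather than called ones, the widest 10% of regions, 11856 regions of at least 2150 bp, held 38.6% ± 0.470 (SD, n = 3) of the counts in the high population and 42.9% ± 1.50 (SD, n = 3) in the mid population. Every high replicate lay below every mid replicate (exact permutation test, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). The same-numbered pairs differed by -5.50, -3.98 and -3.53 percentage points. This difference was not separated from the shift of regions with many reads toward the mid population, for which signal to background is a candidate explanation. From the called regions and their overlaps, the paper proposes that the chromatin of the high population is in a distinct state.

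**Figure D3:**
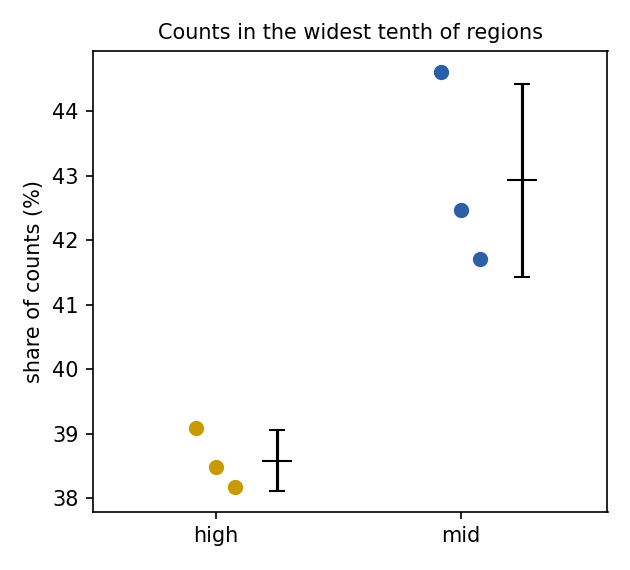
Share of each sample's counts that lies in the widest 10% of regions, in percent, for the high (yellow) and mid (blue) population; each point is 1 replicate, and the bar beside the points is the mean with the SD (n = 3). The axis does not start at 0, and the high replicates all lie below the mid replicates.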

**Fig. 7:**
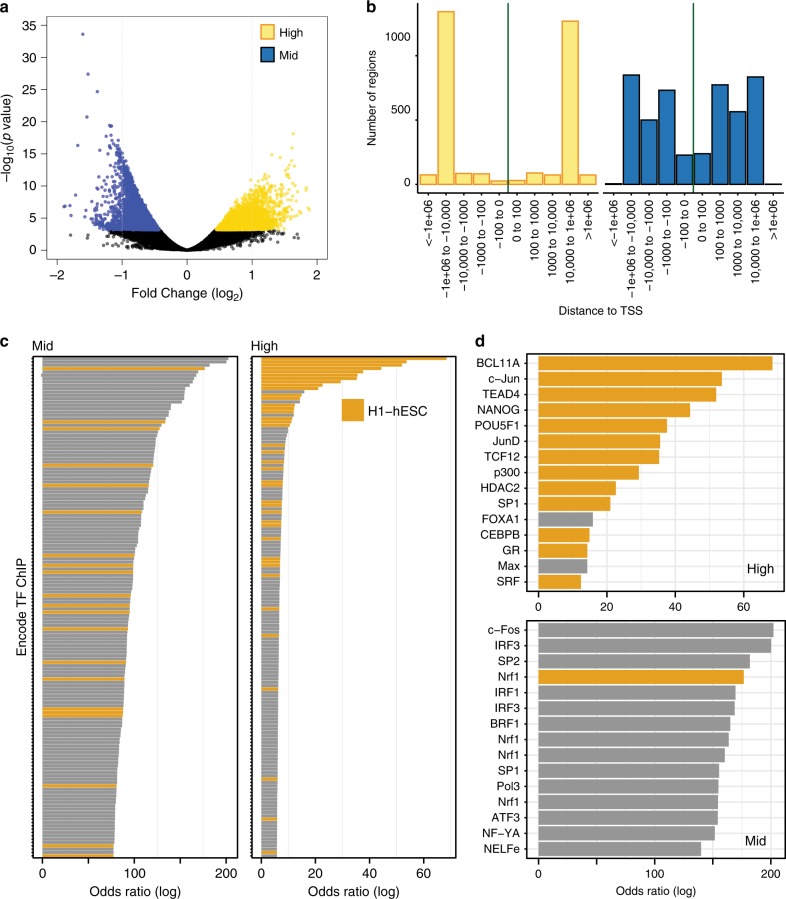
Landscape of accessible chromatin differentiates stem cell populations. **a** Volcano plot showing significant differences in DNA accessibility as measured using ATAC-seq between GCTM-2^high^CD9^high^EPCAM^high^ (yellow) and GCTM-2^mid^CD9^mid^ (blue) populations (FDR < 0.01). Vertical lines indicate twofold difference. **b** Distribution of significantly different open chromatin regions plotted as distance from TSS. **c** Bar chart of the top 150-log odds ratios for overlap of differentially open chromatin regions in the GCTM-2^mid^CD9^mid^ (left) and GCTM-2^high^CD9^high^EPCAM^high^ (right) populations compared with all ChIP-seq data for all cell types in the ENCODE TF dataset. Orange indicates ChIP data from the human ESC cell line H1. **d** Similar to **c** showing to 15 highest log odds ratios for overlap. Names of each TF antibody used for ChIP are indicated on the left.

### Comparison of ESR cell transcriptome with primate epiblast

RNA-seq analysis comparing gene expression in the GCTM-2^high^CD9^high^EPCAM^high^ subpopulation to the general (total unfractionated) population (Supplementary Data 3) identified 515 genes differentially expressed between the GCTM-2^high^CD9^high^EPCAM^high^ subset and the total population (132 upregulated in the GCTM-2^high^CD9^high^EPCAM^high^ cells and 383 downregulated relative to the unfractionated cells, at >1.5-fold change in expression level with an adjusted *p* value <0.05; Fig. 8a).

**Fig. 8:**
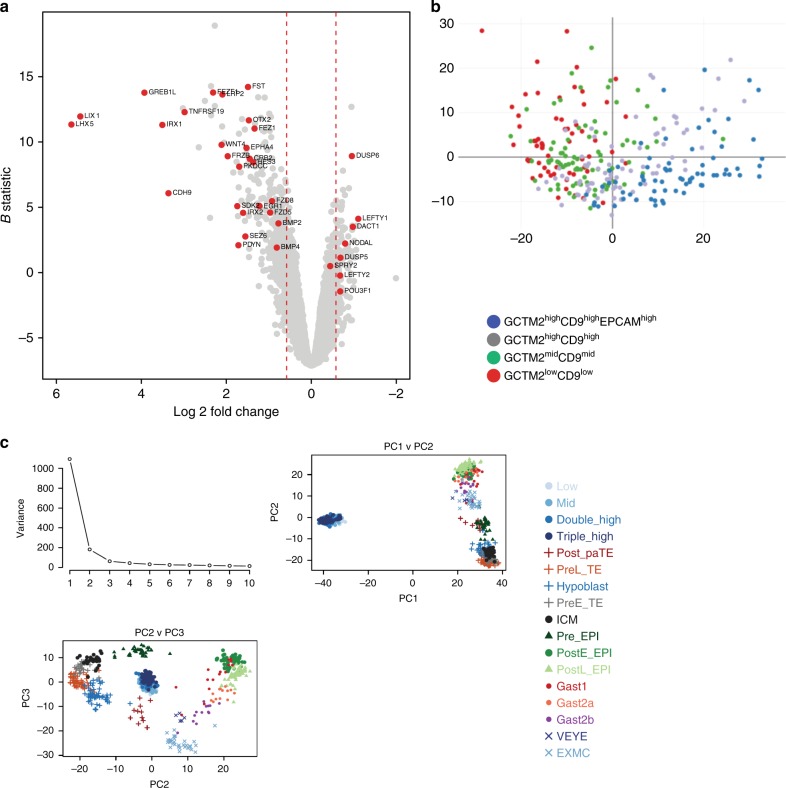
Global gene expression analysis of hPSC subpopulations by RNA-seq. **a** Volcano plot illustrating differentially expressed genes in GCTM-2^high^CD9^high^EPCAM^high^ versus general (unsorted) populations. **b** Principal component analysis of single-cell RNA-seq data on GCTM-2^high^CD9^high^EPCAM^high^, GCTM-2^high^CD9^high^, GCTM-2^mid^CD9^mid^, and GCTM-2^low^CD9^low^ subpopulations. **c** Joint species principal component analysis of single-cell RNA-seq data on GCTM-2^high^CD9^high^EPCAM^high^ (HHH), GCTM-2^high^CD9^high^ (HH), GCTM-2^mid^CD9^mid^ (MID), and GCTM-2^low^CD9^low^ (LOW) subpopulations alongside cynomolgus embryo data from ref. ^30^; single embryo cells classified according to Houghton et al.^30^. Top left: screeplot demonstrating the amount of variability in the data accounted for by each component; top right: graph displaying data distribution along first and second components; bottom left: graph displaying data distribution along the second and third components. Color and shape of point indicate sample phenotype, each point representing a single cell.

Genes upregulated in the GCTM-2^high^CD9^high^EPCAM^high^ fraction included *NODAL* and its antagonists *LEFTY1* and *LEFTY2*, in agreement with our previous study^16^. *POU3F1*, a marker of the naive to formative transition in the mouse, was also upregulated. Notably, a number of small nuclear and small nucleolar RNAs were expressed at high levels in the GCTM-2^high^CD9^high^EPCAM^high^ population. Negative regulators of MAPK signaling, including *DUSP5* (inactivator of ERK1), *DUSP6* (inactivator of ERK2), and *SPRY2*, were upregulated in the self-renewing fraction, as was *DACT1* (an antagonist of canonical WNT signaling). Negative regulators of MAPK signaling including *Dusp4* and *Spry* were recently shown to be upregulated at an early stage during dissolution of the mouse naive state^41^. Amongst the genes expressed at lower levels in the GCTM-2^high^CD9^high^EPCAM^high^ cellular subset relative to the unfractionated population were members of the WNT signaling pathway, including *WNT4*, *FRZB*, *FZD3*, *FZD5*, and *FZD8*. Of the top 100 genes upregulated in the general population, 47 genes (all upregulated at twofold change or higher) were previously reported to be expressed at peak levels at the onset of neural differentiation in the CORTECON study of Temple and colleagues^42^ (global analysis, Supplementary Fig. 6). Examination of previously published microarray data^43^ for a subset of these neural induction genes confirmed a pattern of continuous upregulation in cell subsets with decreasing levels of pluripotency associated cell surface markers in multiple cell lines (Supplementary Fig. 7, data visualized in the Stemformatics platform https://www.stemformatics.org). *BMP2*, *BMP4*, and *FST* were also upregulated in the general population, consistent with our previous results^16^.

Some genes characteristic of the primate preimplantation epiblast and naive hPSC were expressed in the GCTM-2^high^CD9^high^EPCAM^high^ fraction (PRDM14, TFCP2L1, ZFP42, DPPA2, and TFAP2C), but others were not (ARGFX, KLF17, TBX3, NLRP7). Genes expressed in primitive endoderm (SOX17, GATA4, GATA6, FOXA2, and APOA2) were not found in either the GCTM-2^high^CD9^high^EPCAM^high^ or the general population, nor were genes activated during early gastrulation (T, MIXL, GSC, EOMES, FOXA2, LHX1).

scRNA-seq on hPSC fractionated into four separate subpopulations enabled us to compare gene expression in the fractionated subpopulations with the single-cell data of Nakamura et al.^44^ for *Macaca fascicularis* pre- and post-implantation embryos (quality assessment, Supplementary Figs. 8–9). We analyzed 300 cells, and we detected expression of 8403 genes. All cells uniformly expressed the general pluripotency associated transcription factors POU5F1, SOX2, and NANOG (Supplementary Fig. 10a–d)). ZFP42, a marker of the naive state in mouse, was expressed throughout the population, but another naive state marker, TFCPL1 was expressed primarily in the GCTM-2^high^CD9^high^EPCAM^high^ and GCTM-2^high^CD9^high^ subsets; POU3F1, characteristic of post-implantation epiblast, was expressed throughout (Supplementary Fig. 10e–g). PCA of the human cell subpopulations alone indicated that they could be clearly separated along a continuum of cell states (Fig. 8b). Ontology analysis of differential gene expression highlighted a number of pathways involving ribonucleoprotein complexes, ribosomes, and metabolic processes, in concurrence with the expression of small nuclear and nucleolar RNAs noted above in the subpopulation analysis (Supplementary Table 3), and a number of pathways related to oxidative metabolism, including metabolic processes, mitochondrion, mitochondrion organization, generation of precursor metabolites and energy, mitochondrial inner membrane, and hydrogen ion transmembrane transporter activity.

The GCTM-2^high^CD9^high^EPCAM^high^ subset and general populations both expressed markers of the post-implantation mouse epiblast, including *POU3F1*, *OTX2*, *DNMT3A*, *DNMT3B*, *SOX4*, *SOX11*, *LIN28A*, and *ZNF281* (Supplementary Data 3). In a PCA of the human single-cell data and the cynomolgus data of Nakamura et al.^44^ (Fig. 8c), the first principal component resolved the two experiments with cynomolgus and human cells. The second principal component resolved the inner cell mass and pre- and post-implantation epiblast, along with extraembryonic cells. In this dimension, the human cells aligned with preimplantation epiblast stage cells. In the third principal component, which separated post-implantation stages of cynomolgus development, human cells aligned with the post-implantation epiblast, with cells in the GCTM-2^high^CD9^high^EPCAM^high^ fraction between early and late post-implantation stages. The human cells were clearly distinguished from inner cell mass and preimplantation epiblast stages, from gastrulating cells, and from extraembryonic tissues. PCA of the cynomolgus cells alone revealed that it was difficult to separate early from late post-implantation epiblast (Supplementary Fig. 11).

The cells used in this study were WA09 cells grown on mTeSR in feeder-free, serum-free conditions. To assess the generality of these findings, we compare these results with two previous microarray analyses: an independent study that examined similarly defined subpopulations of cell lines MEL1 and WA09 grown in proprietary serum replacement with mouse embryo fibroblast feeders or mTeSR1 (WA09)^43^, and our previous study using cell line ES02 grown in serum-supplemented medium in the presence of mouse fibroblast feeder cells^17^. We identified a panel of stage-specific genes (Supplementary Table 4) on the basis of their differential expression in the data of Nakamura et al.^44^ and a recent scRNA-seq study of the human preimplantation embryo^45^ (Fig. 9). Genes specific to the inner cell mass, or mainly expressed in the inner cell mass and preimplantation epiblast, were very weakly expressed in the GCTM-2^high^CD9^high^ subpopulation in the previous works and in the GCTM-2^high^CD9^high^EPCAM^high^ cells in the current RNA-seq study. Expression levels of the gene panel characteristic of the inner cell mass, preimplantation epiblast and early post-implantation epiblast were found at appreciable levels in self-renewing hPSC in all studies. Those genes with highest expression levels in all three cynomolgus epiblast populations, or in early and late post-implantation epiblast, were expressed robustly in all hPSC subpopulations in all studies. The gene panel specific to late post-implantation epiblast and gastrulating populations was expressed at somewhat lower levels in all of our populations relative to pan-epiblast specific genes. Last, genes characteristic of gastrulation stages 2A and 2B (nomenclature, ref. ^44^) were expressed at low levels in the GCTM-2^high^CD9^high^EPCAM^high^ and GCTM-2^high^CD9^high^ and GCTM-2^mid^CD9^mid^ subpopulations, with levels rising in the GCTM-2^low^CD9^low^ and GCTM-2^−^CD9^−^ fractions. Thus, these data support the same conclusion as PCA of the single cell data: hPSC cell subpopulations enriched for self-renewal capacity show a pattern of gene expression that is strongly similar to early post-implantation epiblast stages in the primate embryo, but clearly distinguished from inner cell mass or gastrulation stages.

**Fig. 9:**
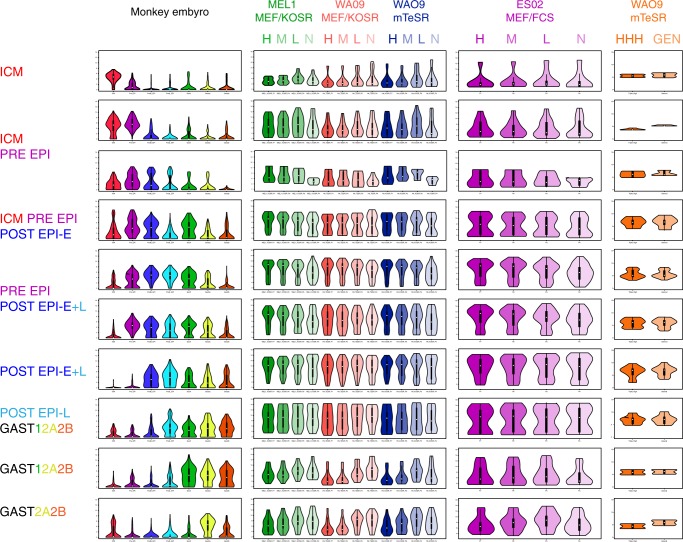
String section plot comparison of expression of embryonic stage-specific genes by scRNA-seq in cynomolgus embryo^30^ with expression in subpopulations of hPSC. The violin plots in the left hand column show expression from single-cell RNA-seq data in ref. ^30^, with classification of cells as described therein; embryonic stages in which particular gene sets (Supplementary Table 4, each row in the figure displays violin plots for one gene set) are expressed are listed to the left of the plots. The second column shows microarray data from ref. ^27^ for the same sets of genes in GCTM-2^high^CD9^high^ (H), GCTM-2^mid^CD9^mid^ (M), GCTM-2^low^CD9^low^ (L), and GCTM-2^neg^CD9^neg^ (N) subpopulations of MEL1 cells grown in the presence of medium containing Knockout Serum Replacer on mouse embryo fibroblast feeder cell layers (MEF/KSOR), or WA09 cells grown in MEF/KSOR or mTeSR defined medium. The third column shows microarray data from ref. ^16^ for the same sets of genes on GCTM-2^high^CD9^high^ (H), GCTM-2^mid^CD9^mid^ (M), GCTM-2^low^CD9^low^ (L), and GCTM-2^neg^CD9^neg^ (N) subpopulations of ES02 cells grown in serum-containing medium on mouse embryo fibroblast feeder cell layers (MEF/FCS). The last column shows RNA-seq bulk data on the same sets of genes from the current study for GCTM-2^high^CD9^high^EPCAM^high^ (HHH) and unsorted (GEN) cells. Colors of violins correspond to embryonic stages or cell subpopulations identified in labels at left or top of figure (last three columns), respectively.

## Discussion

We showed previously that the minority ESR subpopulation of hPSC can be isolated with cell surface markers and identified by colony formation assay. Colony formation measures both survival and self-renewal, and dissociation to single cells and flow cytometry compromises survival. We have used several assay strategies to avoid conflation of survival and self-renewal^16,17^, but the approach described in this study of isolating aggregates is simple, and yields defined subpopulations with high initial survival for subsequent analysis. Although the initial survival of aggregates of the hPSC subpopulations was similar, further development of viable stem cell colonies was observed predominantly in the fraction bearing the highest level of stem cell markers. Time-lapse video microscopy revealed that cells in the GCTM-2^high^CD9^high^ fraction formed microcolonies that persisted during extended propagation, whereas microcolonies of cells in the lower fraction underwent gradual extinction. This is similar to the observations of Barbaric et al.^46^, who found that only a subset of SSEA3-positive hPSC formed microcolonies that persisted and grew. Their findings and ours suggest that self-renewal might be a function of the formation of a critical mass of cells expressing survival or growth factors at a sufficiently high local level. We have shown that cells in the GCTM-2^high^CD9^high^ or GCTM-2^high^CD9^high^EPCAM^high^ fractions express the highest levels of components of the NODAL signaling pathway^16,17^. Recent results in zebrafish indicate that cell–cell contacts are key to Nodal signaling^47^, suggesting the possibility that hPSC might similarly depend on a positive feedback loop of NODAL signaling and cell–cell adhesion to drive self-renewal.

In the mouse, under appropriate culture conditions, naive cells pass through an intermediate state between naive and primed pluripotency, and in this transient state, are competent to undergo germline differentiation^21^. It was previously reported that archetypal hPSC can form primordial germ cell-like cells^22^. We confirm this finding and show that ESR hPSC have the capacity for germline differentiation. This distinguishes these cells from the naive and primed states in the mouse.

Cells in the GCTM-2^high^CD9^high^EPCAM^high^ fraction displayed a cell cycle with a very limited G1 fraction relative to other cells in the population. It has been shown that hPSC pause in G1 when preparing to embark on differentiation^25,26,28^. It is possible that ESR stem cells do not execute such a differentiation checkpoint and continue in a self-renewing loop, until a pause in the cell cycle is activated, possibly through an RB-dependent mechanism^48^.

Cells in the GCTM-2^high^CD9^high^EPCAM^high^ fraction show higher mitochondrial membrane potential and increased oxidative phosphorylation compared with the general population. Comprehensive metabolite profiling and ^13^C-glucose labeling studies confirmed increased rates of catabolism of pyruvate in the mitochondrial TCA cycle. These studies also showed that increased TCA cycle flux in the GCTM-2^high^CD9^high^EPCAM^high^ cells is used to generate key intermediates including citrate and α-ketoglutarate which are subsequently exported from the mitochondria and used for synthesis of lipids and amino acids/proteins. Elevated rates of amino acid synthesis in the GCTM-2^high^CD9^high^EPCAM^high^ cells was also supported by increased flux of glycolytic intermediates into serine and glycine synthesis. The high rate of de novo synthesis of cholesterol in hPSC is unusual and further highlights the importance of TCA cycle in generating precursors (i.e., citrate) for this pathway. Overall, these data indicate that the GCTM-2^high^CD9^high^EPCAM^high^ cells retain a highly active anabolic metabolism.

DNA methylation levels in mouse naive ES are generally low, similar to the pattern in the preimplantation epiblast, and rise in vivo as development progresses toward gastrulation. In the mouse or primate post-implantation embryo, *DNMT3A* and *DNMT3B*, and *TET1* are activated shortly after implantation^36^. Levels of methylation in the GCTM-2^high^CD9^high^EPCAM^high^ and general population were similar in this study, and considerably lower than levels reported for mouse epiblast stem cells. In human hPSC, co-expression of DNA methyltransferases and TET enzymes could account for the dynamic nature of DNA methylation, exemplified by the dramatic response of these cells to the presence of ascorbic acid, an activator of TET enzymes, in the cell culture medium^49^.

In contrast to DNA methylation levels, chromatin accessibility varied strikingly in the cell subpopulations that we studied. Chromatin regions that showed high accessibility in the GCTM-2^high^CD9^high^EPCAM^high^ mapped to sites of previously identified pluripotency transcription factor binding in hPSC, and to sites of DNAse hypersensitivity that were found to be unique to stem cells. This pattern changed markedly in the GCTM-2^mid^CD9^mid^ population. These findings suggest that targets of pluripotency transcription factors in the GCTM-2^high^CD9^high^EPCAM^high^ cell fraction might be involved in the regulation of self-renewal. We found no evidence for enrichment of binding sites for TFAP2C in open chromatin in our GCTM-2^high^CD9^high^EPCAM^high^ cells, thus distinguishing this population from the naive state of hPSC described earlier^50^.

The properties of the ESR subpopulation of hPSC discussed above are consistent with those of the mouse early post-implantation epiblast. The ability of archetypal hPSC to undergo differentiation into amnion^51–53^ or the germline^22,54^ is also consistent with a phenotype closer to an earlier post-implantation state rather than to the EpiSC. We have confirmed the capacity of archetypal hPSC for germline differentiation, a capacity which is found in the majority of the population of archetypal hPSC grown in defined conditions; further study with refinements to this assay will be required to confirm a higher capacity for germline differentiation in GCTM-2^high^CD9^high^EPCAM^high^ cells. We previously used embryoid body assays^16^ to show that the ESR subpopulation is pluripotent, as did another study using the teratoma assay^19^. These findings are not surprising, since flow cytometry analyses of replated populations of the ESR subpopulation reported here (Fig. 1a vs. 1c) and in a more extensive previous work^19^ indicate that this subpopulation can eventually regenerate the entire hierarchy of archetypal hPSC. Here quantitative assessment of directed differentiation into three germ layer lineages in adherent cultures confirmed that both the ESR and the remaining population are pluripotent. Together, our current data and the previous work are consistent with a developmental equivalence of the ESR with early post-implantation epiblast, and not naive or primed pluripotent states.

Previous studies have indicated that gene expression in archetypal hPSC aligns with the primate post-implantation but not preimplantation epiblast^44,45^. Our studies on the gene expression in the subpopulation of hPSC with a high capacity for self-renewal are consistent with these findings. The post-implantation epiblast persists longer in the primate than in the mouse, and it is difficult to resolve changes in epiblast gene expression during the post-implantation period until gastrulation, when pluripotency genes turn off and the activation of lineage-specific programs occurs. Our results here and elsewhere demonstrate that the cell cycle and metabolic profile, and the lack of lineage priming in the archetypal hPSC subpopulation showing a high capacity for self-renewal, are all consistent with early post-implantation epiblast, but not an mouse EpiSC-like state. Whether a subpopulation within mouse EpiSC cultures with high self-renewal capacity exists is unknown.

Recently Nakanishi et al.^55^ also described a subpopulation of hPSC with high self-renewal capacity. These cells, which reside at the periphery of hPSC colonies, were isolated on the basis of cell surface expression of NCAD, and display priming toward the primitive endoderm lineage. We previously identified a subset of cells at the periphery of hPSC colonies which co-isolated with the self-renewing subpopulation and similarly co-expressed pluripotency and primitive endoderm genes (GATA4/GATA6/HNF4A/BMP2/FN1)^16^. We found that these cells were more abundant in cultures grown in medium supplemented with serum replacement on a feeder cell layer relative to defined conditions; they were quite rare in the HSR subpopulation isolated from cultures grown in defined medium^16^. We did not observe cells expressing markers of primitive endoderm in the current study. It is possible that these lineage primed cells are descendants of the subpopulation we describe here. Determination of the relationship between the NCAD^+^ cells and the HSR fraction we have identified will require further analysis, but it is clear that the majority of HSR cells in hPSC cultures grown under defined conditions resemble the early post-implantation epiblast, and not primitive endoderm. Cornacchia et al.^56^ recently reported that hPSC cultured in E8 media display features that are intermediate between naive and primed hPSC. We have used E8 and mTeSR interchangeably in these studies and have not noted differences between the two with respect to the parameters we have studied. Several features of the E8 cultures described by Cornacchia et al.^56^ including increased capacity for self-renewal, pluripotency associated marker and gene expression, and the metabolome, are similar to the properties of the ESR population we describe. A simple interpretation of both sets of data and consistent with prior observations^16,43^ is that culture in defined media shifts the overall population toward the ESR state.

The self-renewing subpopulations of archetypal hPSC that we have identified here and elsewhere represent a minority of the culture with distinct properties. The majority of the archetypal hPSC population shows features closer to mouse EpiSC, as noted by others. Even under the defined culture conditions used in this study that enhance self-renewal, transcriptional evidence of neural lineage priming is evident in the general population. The development of methods to propagate pure populations of self-renewing archetypal hPSC populations in a state similar to the formative stage in mouse might enhance the efficiency of cloning and differentiation protocols, and reduce the variability in differentiation efficiency often observed between hPSC lines from different genetic backgrounds. Further elucidation of the molecular regulatory pathways that maintain cells in this state will enhance our understanding of human development and guide efforts to model embryology in a dish.

## Methods

### hPSC culture, differentiation, and marker expression

Experimental procedures for culture and differentiation of human embryonic stem cells, indirect immunofluorescence microscopy and flow cytometry followed minor modifications to established protocols.

### hPSC culture

Human embryonic stem cell stocks (WA09 and FUCCI-G1) were maintained as described previously^57^. The FUCCI cells were a gift from Prof Jonathan S. Draper^29^. Routine maintenance of hPSC was carried out in serum-supplemented medium with fibroblast feeder cell support and subculture was performed using Dispase or collagenase to harvest fragments of colonies dissected manually.

For experiments, cells were transferred to defined feeder-free conditions (mTeSR conditions) using either mTeSR1 medium or Essential 8™ medium on Matrigel or recombinant vitronectin and subculture performed with Dispase or Tryple Express according to the manufacturers’ protocols.

For dissociation to single cells, cultures were treated with 10 μM of InSolution™Blebbistatin (Merck Millipore cat. no. 203389) for 1 h prior to dissociation to single cells using TrypLE™ (Life Tech, cat. no. 12605). Cultures were incubated in media supplement with 10 μM of InSolution™Blebbistatin overnight after which Blebbistatin was removed.

Routine tests confirmed the absence of mycoplasma contamination and a diploid karyotype (20/20 cells on G-banding) in the cell lines used.

### Fluorescence activated cell sorting for colony formation assays

Cells grown for 24 h in the presence of Y-27632 Rho kinase inhibitor were dissociated using Accutase, harvested, and examined under the microscope to ensure that most of the cells had not completely dissociated into single cells. Immunolabeling was carried out by incubation in a primary antibody cocktail containing TG30 anti-CD9 antibody (mouse IgG2a) and GCTM-2 (mouse IgM) (neat supernatants, this laboratory) for 20 min at 4 °C, followed by incubation in a secondary antibody cocktail containing goat anti-mouse IgG2a Alexa Fluor 488 antibody and goat anti-mouse IgM Alexa Fluor 647 antibody (A21131, A21238, both from Thermofisher), diluted in 2% FBS in DMEM-F12 flow cytometry buffer, again at 4 °C for 20 min. The cells were resuspended the cells in 1x DAPI in cold mTeSR1 before filtering the suspension through a 35-µm cell strainer to remove any larger aggregates and debris. Commercial antibodies were used at the dilutions recommended by the manufacturer.

All cell sorting was performed on a BD FACSAria III, using the 100-µm nozzle at 17 psi. A custom cytometer configuration was created that used the 17 psi pressure as opposed to the typical 20 psi pressure. This was performed to minimize aggregates from dissociating into single cells as they were deposited into the 96-well plates. To isolate the GCTM-2^high^CD9^high^ and GCTM-2^mid^CD9^mid^ fractions of aggregates and single cells, the gating strategy in Fig. 1a was used (forward and side scatter were employed to gate out debris and to identify single cells and aggregates; propidium iodide or AAD-7 was used to identify dead cells). The various fractions were deposited into 96-well tissue culture plates coated with Matrigel via the automated cell deposition unit on the Aria III. Subsequent to sorting, tissue culture plates were centrifuged at 200 × *g* for 2 min at room temperature. The sheath solution and media containing mixture was discarded and replaced with 150 µL of mTeSR1 medium.

Single cells from each of two FACS populations (GCTM-2^high^CD9^high^ and GCTM-2^mid^CD9^mid^) were plated at a density between 100 and 4000 cells per well of a 96-well Matrigel-coated plate. Aggregates from each of two FACS populations were placed between 50 and 2000 aggregates per well of a 96-well Matrigel-coated plate (Corning, Costar 3603). Cultures were maintained in mTESR1 with medium changed once after 48 h post-plating. After 72 h, wells were fixed and stained for colony counting as follows. The culture media was removed from cells and each well rinsed once with PBS prior to fixing with 100% ethanol for 10 min at room temperature. Ethanol was removed and wells allowed to air dry for 30 min prior to staining with haematoxylin for 10 min. Wells were then washed four times with Milli-Q water. In all, 0.08% aqueous ammonia solution was added into each well and incubated at room temperature for 2 min. After that, the wells were also washed three times with Milli-Q water and allowed to dry overnight. For time-lapse video microscopy, cells were imaged during 1–24 h post-plating in an environmental chamber (Clear State Solutions TCH 885-9G) to maintain a humid atmosphere with 5% CO_2_ in air while phase contrast exposures were recorded every 15 min with a Leica SP8 Confocal microscope.

### Differentiation potential of hPSC subpopulations

Differentiation into primordial germ cell-like cells was carried out essentially as described^22^. Cultures grown in defined, feeder-free conditions (mTeSR1 medium, above) were sorted into GCTM-2^high^CD9^high^ and GCTM-2^mid^CD9^mid^ fractions and plated onto fibronectin-coated dishes in Glasgow Minimal Essential Medium supplemented with Activin A (50 ng/ml), CHIR99021 (3 μM), and Y-27632 Rho kinase inhibitor (10 μM) for induction of incipient mesoderm-like cells. Two days later, cultures were harvested and replated as aggregates into Glasgow Minimal Essential Medium supplemented with LIF (10 ng/ml), BMP4 (200 ng/ml), KITLG (100 ng/ml), and EGF (50 ng/ml), or without these supplements in low attachment 96-well plates. Samples were taken at Day 0, 2, 4, and 6 and analyzed by flow cytometry for expression of cell surface ITGA6 and EPCAM using anti-human and mouse ITGA6 BV421 (Rat IgG2a, Biolegend 313624) and mouse anti-human CD236-PerCP (Mouse IgG2b, Biolegend 324213). On Day 4, some aggregates were fixed with 4% paraformaldehyde in PBSA for 30 min, permeabilized in 0.2% TritonX100 and 10% bovine serum albumin in PBSA for 30 min, stained overnight with rabbit antisera against PRDM1 (rabbit monoclonal IgG clone 9115 from Cell Signaling Technology) or NANOS3 (rabbit antisera, Abcamab70001), then incubated 1 h with goat anti-rabbit IgG Alexa488 conjugate, and counterstained with DAPI (Life Tech, Cat. #D1306), prior to examination under indirect immunofluorescence microscopy. Commercial antibodies were used at the concentrations recommended by the manufacturer.

To examine the potential for differentiation into somatic lineages in directed differentiation assays, we used the StemCell Technologies StemDiff Trilineage Differentiation Kit. WA09 or WA01 cells were separated by flow cytometry and seeded onto Matrigel-coated 8-well chamber slides, then incubated in three differentiation media for 5 days following the manufacturer’s instructions. Then the cultures were fixed in 4% paraformaldehyde in PBSA for 15 min, incubated with primary antibodies (rabbit anti-PAX6 polyclonal IgG Biolegend Poly19013; goat anti-T polyclonal IgG R&D AF2085; goat anti-SOX17polyclonal IgG R&D AF1924) for 3 h, then in secondary antibodies (donkey anti-rabbit IgG Alexa Fluor Plus 488 A21206; donkey anti-goat IgG Alexa Fluor Plus 488 A11070, both from Thermofisher) for 1 h followed by counterstaining with DAPI and examination under indirect immunofluorescence. Sufficient cells from each group were counted to attain a 95% confidence interval of <0.05% for the proportion of positive cells. Commercial antibodies were used at the concentrations recommended by the manufacturer.

### Analytical and preparative flow cytometry

All single-cell analytical sorting was performed on a BD FACSAria III, using the 100 µm nozzle at 20 psi. Single cells were stained and quantified for the following cell surface markers, GCTM-2 and TG30 or GCTM-2, TG30, and EPCAM. Cells were stained in solution using a mixture of GCTM-2 (mouse IgM, neat hybridoma supernatant) and TG30 (anti-CD9, mouse IgG2a, neat hybridoma supernatant) (double stain) and anti-EPCAM-BV421 (BD Cat. #563180) (triple stain). Primary antibodies against GCTM-2 and TG30 were detected using goat anti-mouse IgM-AF647 (A21238) and goat anti-mouse IgG2a-AF488 (A21131), respectively (Life Tech, Carlsbad, CA). Rat anti-mouse IgG2a Secondary Antibody, PE/Cy7 (RMG2a-62, 407107 Biolegend), was used to detect TG30 in experiments that used FUCCI cell lines, mitochondrial membrane potential dyes, or for the Click-iT® EdU Alexa Fluor® 488 Flow Cytometry Assay (Thermo Fisher, Cat. #10425). Commercial antibodies were used at the concentrations recommended by the manufacturer.

Control samples included unlabeled cells, cells labeled with secondary antibody only and single fluorochrome labeled cells. Cells were sorted using a FACSAria (BD Biosciences) with a 100 μM nozzle and low-pressure conditions. Cells were first gated based on forward and side scatter properties then were analyzed for levels of GCTM-2, TG30, and EPCAM labeling. Double stained cells (GCTM-2 and TG30) were sorted into several populations: GCTM-2^low^CD9^low^, GCTM-2^high^CD9^high^, or GCTM-2^high^CD9^high^EPCAM^high^. The low population consists of cells with low (bottom 25%) expression of GCTM-2 and TG30, the GCTM-2^high^CD9^high^ subset consists of the top 25% of cells expressing GCTM-2 and TG30, whereas the GCTM-2^high^CD9^high^EPCAM^high^ subset is a fraction of the GCTM-2^high^CD9^high^ population with the highest expression of EPCAM, representing ~10% of GCTM-2^high^CD9^high^ fraction. Sorted single cells were processed for gene expression analysis as described below. In some experiments GCTM-2^high^CD9^high^EPCAM^high^ cells were compared with an unsorted (general) population.

For TMRM or JC-1 analysis, rat anti-mouse IgG2a Secondary Antibody, PE/Cy7 (Biolegend 407107, RMG2a-62) was used to detect TG30. 1 × 10^6^ single cells that were stained with antibodies were resuspended in 1 mL of mTeSR1 supplemented with 250 nM TMRM (Thermo Fisher, Cat. #T668) or 0.3 μg/mL JC-1 (Thermo Fisher, Cat. #T3168) and incubated in the incubator for 30 min. The media was subsequently removed and the cells were washed three times with mTeSR1 before analysis on the flow cytometer.

For Edu incorporation, rat anti-mouse IgG2a Secondary Antibody, PE/Cy7 (Biolegend, 407107, RMG2a-62) was used to detect TG30. Stained single cells were subsequently labeled with Click-iT® EdU Alexa Fluor® 488 Flow Cytometry Assay kit (Thermo Fisher, Cat. #10425) according to manufacturer’s method.

All FACs plots were created using FCS express (De Novo Software) and the coefficient of variation was also calculated using FCS express or using the FloJo software package.

### Immunofluorescence microscopy

For staining of cells in colony formation assays, H9 cells that were cultured in 96-well matrigel-coated plates were washed twice with PBS prior to fixation with 2% paraformaldehyde (PFA) for 30 min at room temperature. Cells were permeabilized with 0.3% Triton X-100 in PBS and blocked with 1% IgG-free BSA, incubated in antibody GCTM-2 overnight at 4 °C, followed by goat anti-mouse IgM Alexa Fluor 488 for 30 min. Samples were then washed with PBS and counterstained with DAPI (Life Tech, Cat. #D1306).

For co-staining of live cells, anti-CD9 primary antibody was preincubated with with goat anti-mouse IgG2a-AF488 (A21131). WA09 hPSC were incubated with mTeSR1 containing 250 nM TMRM (Thermo Fisher, Cat. #T668) and AF488 bound TG30 for 30 min at 37 °C and the cells were then washed three times with warmed mTeSR1 before they were visualized under indirect fluorescence microscopy.

### Metabolomics studies

The GCTM-2^high^CD9^high^EPCAM^high^ subpopulation or unsorted cells were plated in 6-well format and allowed to expand for 24 h. Spent media was aspirated, and cell cultures were washed once in Milli-Q water to remove extraneous media, then sufficient liquid nitrogen was added to cover the base of the culture surface and enable metabolic arrest. Next, cells were incubated with 600 μl (per 10 cm^2^ surface area) of ice cold 9:1 MeOH:CHCl_3_ containing 0.83 µM ^13^C_6_-sorbitol and 8.3 µM ^13^C_5_,^15^N-valine for 10 min on ice. The cell lysate was scraped and then transferred to a clean tube, incubated on ice for another 5 min, and centrifuged at 16,100 × *g* for 5 min at 4 °C following which the supernatant was collected for mass spectrometric analysis.

For stable isotope labeling studies, cells were prepared as described above, but the culture media was supplemented with U-^13^C_6_-glucose for 24 h prior to cell harvest.

### LC–MS intracellular metabolite profiling analysis

Metabolite analysis was performed by LC–MS, using hydrophilic interaction (HILIC) LC and high resolution QTOF mass spectrometry. Sample extracts (10 μL) were injected onto an Agilent 1290 LC fitted with a ZIC-pHILIC column (5 μm, 2.1 × 150 mm; Merck), and 20 mM ammonium carbonate (A) and acetonitrile (B) as the mobile phases. A 14 min gradient starting from 90% B to 40% B over 12 min, held for 2 min followed by washing at 5% B for 3 min and re-equilibration at 90% B, was used. Mass spectrometry utilized an Agilent 6545 QTOF with heated electrospray source operating in negative ionization mode and scan range *m*/*z* 50–1700. Conditioning was performed before each batch using 2–3 blanks and 5 mixtures of authentic standards (234 metabolites), which were analyzed in data-dependent MS/MS mode to facilitate downstream metabolite identification where necessary. PBQC samples were analyzed periodically throughout the analysis.

### GC–MS intracellular metabolite profiling analysis

Five hundred microliters of the cell extract was evaporated to complete dryness under vacuum (Christ RVC 2-33). Polar metabolites were derivatised online using a Gerstel MPS2 XL autosampler robot (Gerstel, Germany). Samples were first methoxyaminated by the addition of 20 µL methoxyamine (30 mg/mL in pyridine, 2 h, 37 °C, 750 rpm), followed by trimethylsilylation with 20 µL BSTFA + 1% TMCS (1 h, 37 °C, 750 rpm). Metabolite profiles were acquired on an Agilent 7890A Gas Chromatograph coupled to a 5975C Mass Selective Detector, where 1 µL of derivatised sample was injected into a split/splitless inlet set at 250 °C. Chromatographic separation was achieved using an Agilent VF-5 ms capillary column (30 m × 0.25 mm × 0.25 µm + 10 m duraguard). Oven conditions were set at 35 °C starting temperature, held for 2 min, then ramped at 25 °C/min to 325 °C and held for 5 min. Helium was used as the carrier gas at a flow rate of 1 mL/min. Compounds were fragmented by electron impact (EI) ionization and detected across a *m*/*z* range of 50–600 amu, with a scan speed of 9.2 scans/s. Chromatograms were processed using PyMS^58^ to align metabolites and quantify a representative target ion, and subsequently generate a data matrix. Metabolites were annotated using the in-house Metabolomics Australia (MA_25C) metabolite library and NIST11 database.

### GC–MS intracellular stable isotope incorporation analysis

Stable isotope labeled samples were prepared for GC–MS and analyzed as described above. ^13^C-targeted metabolomics was performed as previously described^59^. GC–MS was carried out using an Agilent 7890 GC system, VF-5 capillary column with 10 m inert eziguard (J&W Scientific, 30 m, 250 μm inner diameter, 0.25 μm film thickness) and an Agilent 5975 MSD (Agilent Technologies, Santa Clara, USA) in electron ionization (EI) mode. We used mass isotopomer peak shift analysis to measure ^13^C-glucose derived carbon labeling in key metabolites of the glycolytic and TCA cycle. Elution times and the fragmentation can be found on the NIST database.

### Seahorse flux analysis

The oxygen consumption rate and extracellular acidification rate were determined using an extracellular flux analyzer (Seahorse XFe96 Analyzer, Agilent). GCTM-2^high^CD9^high^EPCAM^high^ cells and the unsorted population were seeded into CellTak Cell and Tissue Adhesive (Corning)-coated wells of a Seahorse XF96 Cell Culture Microplate (*n* > 6) at 10^5^ cells per well in 180 μl Seahorse XF Assay Medium (supplemented with 10 mM glucose, 2 mM glutamine and 1 mM sodium pyruvate). The mitochondrial electron transport chain was challenged using the Seahorse XF Mito Stress Test Kit (Agilent). A total of 12 measurement cycles were carried out, each cycle consisting of 3 min mixing and 3 min measurement of the oxygen consumption rate and extracellular acidification rate. The first three cycles determined the basal rate and 3 × 3 additional cycles were measured after addition of oligomycin (2 μM final), carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone (FCCP, 2 μM final) and rotenone/antimycin A (0.5 μM final each). The data were exported and analyzed using Excel (Microsoft) and Wave Software (Agilent).

### Reduced representational bisulfite sequencing

FACS sorted cells were snap frozen in buffer RLT plus (Qiagen) before DNA extraction using the AllPrep DNA/RNA Mini Kit (Qiagen) as per the manufacturer’s instructions. DNA was treated with RNase A then purified through the DNA Clean and Concentrator column (Zymo). RRBS libraries were made from 100 ng of purified DNA using the Ovation RRBS Methyl-Seq System (NuGEN), according to the manufacturers recommendations, which includes the Qiagen Epitect kit for bisulfite conversion. Sequencing was performed on a NextSeq 500 with a 75 bp single-end sequencing protocol^60^. Sequence quality control was performed using FastQC^61^. Trimming of adapters and low-quality base calls was performed with trim_galore^62^. Trimmed reads were filtered for true RRBS reads (which contain an *Msp*I cut site at the 5ʹ) using trimRRBSdiversityAdaptCustomers.py (NuGEN). Reads were aligned to a bisulfite converted human genome (hg38), using Bismark^63^ Methylation calls were made with bismark_methylation_extractor^63^. Analysis of methylation over CpG islands was performed using Seqmonk^64^ where only CGIs with 10 or more informative CpG sites were considered. FastQC, trim_galore, and Seqmonk are all available from www.bioninformatics.babraham.ac.uk.

### Chromatin accessibility

DNA accessibility was measured using the FAST-ATAC protocol^65^ with 50,000 sorted cells for each of three biological replicates of both GCTM-2^high^CD9^high^EPCAM^high^ and GCTM-2^mid^CD9^mid^ populations. Sorted cells were pelleted by centrifugation for 5 min at 4 °C, supernatant was removed, and the cell pellet was washed one time with PBS pH 7.2. Cells were resuspended in 50 µl of transposase mixture consisting of 25 µl of 2x TD buffer (Illumina), 2.5 µl of TDE1 enzyme (Illumina), 0.5 µl of 1% digitonin (G9441, Promega), and 22 µl of nuclease-free water. Transposase reactions were incubated at 37 °C for 30 min with constant shaking in an Eppendorf ThermoMixer. Following transposition, DNA was purified using the Zymo DNA Clean and Concentrator-5 Kit (#D4014) following manufactures protocol and eluted in 20 µl of 10 mM Tris-HCL, pH 8. Transposase samples were barcoded using duel indexes during library amplification using NEBNext Ultra II Q5 Master Mix (#M0544L), 25 µM of each primer, and 20 µl of transposed DNA. Libraries were amplified for a total of nine cycles (98 °C for 10 s, 63 °C or 30 s, 72 °C for 1 min), followed by purification using AMPure beads (Beckman Coulter #A63881). ATAC-seq libraries were visualized on Bioanalyzer for typical nucleosome banding followed by sequencing on the Illumina Next-Seq platform. Libraries were trimmed using trimmomatic^66^ and aligned to Ensemble (build hg19) using bwa^67^ with default settings. Duplicates reads were removed using Picard tools MarkDuplicates, and each aligned read was shifted toward the Tn5 cut site as described^37^. As reported, we found that FAST-ATAC resulted in low percentages of reads mapping to mitochondria (Supplementary Fig. 4a). Regions of open chromatin were determined by combining alignment files across replicates and using MACS v.1.4.3^68^. Open chromatin regions were merged between both high and low samples to form a universal set of peaks (peakome), and regions from ENCODE blacklist removed. Reads were quantified for each interval in the peakome using bedtools^69^ and normalized using TMM method^70^. We found that each sample had a high fraction of reads in the peakome, showed strong enrichment for open chromatin at transcription start sites, and characteristic distribution of fragments showing nucleosome free regions and mono- and di-nucleosome patterns, indicating high-quality ATAC libraries (Supplementary Fig. 4b–d). 

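In principal component analysis of log2 CPM (TMM, prior count 2, all regions, centred and not scaled), the first component held 41.6% of the variance and the second 24.1%. Scores on the first component were 125.7, 50.5 and 7.27 for high replicates 1, 2 and 3, and -44.8, -70.3 and -68.4 for mid replicates 1, 2 and 3. The populations did not overlap on this component, and high replicate 3 lay nearer to mid replicate 1 than to high replicate 1. On the second component, replicate 1 of both populations had positive scores (38.4 and 99.0), and the other replicates had negative scores between -53.95 and -6.05. With the 5000 most variable regions alone, the first component held 52.4%.

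**Figure D4:**
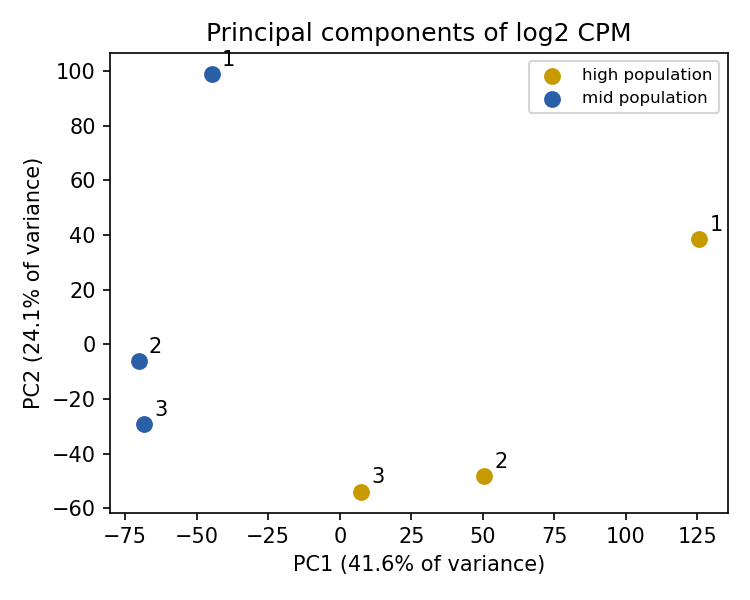
Scores of the 6 samples on the first component (x axis) and the second component (y axis) of log2 CPM, numbered by replicate; high population in yellow, mid population in blue. The high samples lie at positive and the mid samples at negative first-component scores, and replicate 1 of both populations lies highest on the second.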

Data exploration using principle component analysis (PCA) found that the first PCA, explaining 43% of the variance, separated high and low populations, while the second PCA represented potential batch effects (Supplementary Fig. 4e, f). Based on these observations, a general linearized model in edgeR^70^ was used to identify differences in DNA accessibility between populations including batch as a covariate. 

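The paper's text does not give the coding of the batch. With a batch of 2 levels, replicate 1 against replicates 2 and 3, edgeR's quasi-likelihood test called 2345 regions in the high population and 4219 in the mid population. With replicate 2 set apart, 924 mid regions were called, and with replicate 3 set apart the counts were 670 and 1866. Replicate 1 set apart, with robust dispersions, the likelihood ratio test and the filter on CPM applied after adjustment, gave 3144 and 4730; this combination was chosen after the data were examined, by comparing several with the paper's counts and with Supplementary Data 1. That table as given here lists 1999 of its 7874 regions, all more accessible in the mid population. This combination gave their log2 fold changes to within 5.0e-05 and their log10 adjusted p-values to within 0.00201 of the paper's. The quasi-likelihood test with the replicate block called 1861 of these (93.1%), and the log2 fold changes correlated with a Pearson's r of 0.999 across the 1999 regions, which are not independent replicates.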

Peak set annotations and enrichments were calculated using LOLA^39^ by comparing peaks more accessible in either high or low populations (FDR < 0.01, Supplementary Table 1) with the universal set of DNAse hypersensitivity sites as the universe against the LOLA core (Supplementary Data 2). Statistical analysis, data exploration, and visualization was performed using R (http://www.R-project.org).

### Single-cell RNA sequencing

Single cells were flow sorted into a chilled 384-well PCR plate containing 1.2 μl of primer/lysis mix [20 nM indexed polydT primer, 1:6,000,000 dilution of ERCC RNA spike-in mix (Ambion, 4456740), 1 mM dNTPs, 1.2 units SUPERaseIN Rnase Inhibitor (Thermo Fisher, AM2696), DEPC water (Thermo Fisher, AM9920)] using a BD FACSAria III flow cytometer (BD Biosciences, San Jose, CA, USA) and the protocol described above. Sorted plates were sealed, centrifuged for 1 min at 3000 rpm and immediately frozen upside down at −80 °C until further processing using an adapted CelSeq2 protocol^71^.

Sorted plates were thawed on ice and briefly centrifuged. To lyse the cells and anneal the mRNA capture primer the plate was incubated at 65 °C for 5 min and immediately chilled on ice for at least 2 min before adding 0.8 μl reverse transcription reaction mix [in 2 μl RT reaction: 1x Fist Strand buffer (Invitrogen, 18064-014), 20 mM DTT (Invitrogen, 18064-014), 4 units RNaseOUT (Invitrogen, 10777-019), 10 units SuperScript II (Invitrogen, 18064-014)]. The plate was incubated at 42 °C for 1 h, 70 °C for 10 min and chilled to 4 °C to generate first strand cDNA. For second strand cDNA synthesis 6 μl of second strand reaction mix were added [1x NEBNext Second Strand Synthesis buffer (NEB #E6111S), NEBNext Second Strand Synthesis Enzyme Mix: 2.4 units DNA Polymerase I (*E. coli*), 2 units RNase H, 10 units *E. coli* DNA Ligase (NEB #E6111S), DEPC water (Thermo Fisher, AM9920)]. The plate was incubated at 16 °C for 2 h to generate double stranded cDNA.

All samples were pooled and cleaned using a 1.2X NucleoMag NGS Clean-up and Size select magnetic beads (Macherey-Nagel, 7449970.5) according to manufactures instruction. To reduce the amount of beads for each 100 μl pooled sample, 20 μl beads and 100 μl bead binding buffer (20% PEG8000, 2.5 M NaCl, pH 5.5) was added. The cDNA was eluted in 6.4 μl DEPC water and kept with beads for the following IVT reaction were 9.6 μl of IVT reaction mix [1.6 μl of each of the following: A, G, C, U, 10X T7 buffer, T7 enzyme (MEGAscript T7 transcription kit (Ambion, AM1334))] was added and incubated at 37 °C for 13 h and then chilled and kept at 4 °C. To remove the leftover primers, 6 μl ExoSAP-IT For PCR Product Clean-Up (Affymetrix, 78200) was added and the sample was incubated at 37 °C for 15 min and then chilled and kept at 4 °C.

Chemical heat fragmentation was performed by adding 5.5 μl of 10X Fragmentation buffer (RNA fragmentation reagents, AM8740) to the sample and incubation in pre-heated thermal cycler at 94 °C for 2.5 min followed by immediately chill on ice and addition of 2.75 μl of Fragmentation Stop buffer (RNA fragmentation reagents, AM8740). The fragmented amplified RNA was purified using 1.8X RNAClean XP beads (Beckman Coulter, A63987) according to manufactures instruction and eluted in 6 µl DEPC water of which 5 μl (no beads) were transferred to a fresh tube for library preparation.

The fragmented RNA was transcribed into cDNA using 5ʹ-tagged random hexamer primers (GCCTTGGCACCCGAGAATTCCANNNNNN) introducing a partial Illumina adapter as also described in ref. ^71^. To remove RNA secondary structure and anneal the mRNA capture primer 1 μl of tagged random hexamer (100 µM) and 0.5 μl of 10 mM dNTPs (dNTP solution set NEB, N0446S) were added to the sample and incubated at 65 °C for 5 min and immediately chilled on ice for at least 2 min before adding 4 μl reverse transcription reaction mix [in 10 μl RT reaction: 1x First Strand buffer (Invitrogen, 18064-014), 20 mM DTT (Invitrogen, 18064-014), 4 units RNaseOUT (Invitrogen, 10777-019), 10 units SuperScript II (Invitrogen, 18064-014)].

The PCR primers introduce the full-length adaptor sequence required for Illumina sequencing (for details see Illumina small RNA PCR primers). PCR was performed in 12.5 μl using half of the ranhexRT sample as a template [1X KAPA HiFi HotStart ReadyMix (KapaBiosystems KK2602), 400 nM each primer].

The final PCR amplified Library was submitted to two consecutive 1x NucleoMag NGS Clean-up and Size select magnetic beads (Macherey-Nagel, 7449970.5) according to manufactures instruction. The final library was eluted in 20 μl of 10 mM Tris-HCl solution (Sigma-Aldrich, T2319-1L).

### RNA-seq data analysis

CelSeq2 scRNA-sequencing reads were mapped to the GRCh38 human genome using the Subread aligner^72^ and assigned to genes using scPipe^73^ with ENSEMBL v86 annotation. Gene counts were exported as a matrix by scPipe with UMI-aware counting and imported into R. Cells were removed from further analysis if they fewer than 12,500 total counts, or >60,000 total counts, or 4500 total genes detected. Genes were filtered out if they failed to achieve 1 count in at least 10% of a particular cell condition group. Heatmaps were generated on normalized expression values using heatmap2 from the gplots package with row normalization. Dimensionality reduction was performed on normalized log2-cpm expression values with size factors from computeSumFactors in scran^74^. Single-cell RNA-seq data are available through the Gene Expression Omnibus under accession number #:GSE119323.

The non-human primate data were generated on the SC3-seq platform^75^ and are publicly available under GEO accession number GSE74767. In order to compare between human and macaque expression levels, we defined a set of high confidence orthologous metaexons between the two species as in ref. ^76^. Briefly, we used BLAT^77^ to compare every annotated human exon in ENSEMBL release 86 (737,982 unique exons across 63,305 genes) against the human (hg38) and Macaca fascicularis (macFas5) genomes, retaining those that matched the macaque genome with at least 92% sequence identity and mapped back to their annotated location in humans. We then excluded all exons that had a second match with >90% sequence similarity in either genome, to control for interspecies differences in mappability. Overlapping exons from the same gene (associated with different isoforms) were collapsed into a single “metaexon”.

We discarded overlapping exons associated with more than one ENSEMBL gene ID, exons associated with any gene annotated to two or more chromosomes in either species, and exons where the difference in intron size between the two species is ≥10,000 bp, suggestive of poor genome assembly or annotation. After applying these quality control criteria, we ultimately retained 198,172 unique metaexons in humans and macaques across 34,142 annotated ENSEMBL human genes. The final table, as well as code and additional documentation for metaexon identification is available at http://www.bitbucket.org/ee_reh_neh/orthoexon

We processed all 2526 files from ref. ^44^ (from 390 cells) with sickle [https://github.com/najoshi/sickle] to remove bad reads and trim low-quality bases from the 3ʹ end. We then mapped all reads to macFas5 using Rsubread 1.20.6 and R 3.2.2, allowing up to 2 mismatches and 2 indels per 50 bp read, which is proportional to our setting of 5 mismatches or indels for a 100 bp read. Mapped reads were assigned to the orthologous metaexon list using featureCounts at both the single metaexon and whole-gene level, and summed within individuals in R 3.2.2.

### Human scRNA-seq data processing

Sequence analysis was performed on the Illumina Next-Seq 500 platform.

Quality control of raw data was assessed using FASTQC and visualized using MultiQC. The scPipe package v1.0 for R was used to count genes based on UMI profile. Gene expression was normalized using scaterv1.6.1 and scran v1.6.6packages for R. FASTQ files were aligned to hg38 using the Subread package v1.26.1 for R statistical software, aligned reads were re-annotated to exons using ENSEMBL v86 transcriptome to define the exon/intron mapping rate. Cells with <4500 expressed genes or more than 60,000 counts were discarded, resulting in 300 of 370 non-control cells retained for downstream analysis.

Data from both species reflected Log2(CPM + 1) aligned to HG38v86. Data from both species were mapped to a set of highly orthologous metaexons. Supplementary Fig. 8 illustrates the distribution of gene expression in each dataset before and after gene-based filtering. A gene was retained in a given dataset based on expression above a cut off of 1 (non-human primate) or 5 (human) Log2(CPM + 1) in at least 10% of cells assigned to a given phenotype. These cutoffs were selected based on the distribution of gene expression in each dataset. Downstream analysis was limited to the 7308 genes commonly expressed in each dataset.

To rescale and combine the datasets, each gene was assigned a rank in a given cell based on its abundance. Ties in the data were assigned the same rank and the minimum value was used. Supplementary Fig. 9 illustrates the distributions of *z*-scores of ranked gene expression for every cell in each dataset. PCA was performed on the merged data using prcomp function in the stats base package for R statistical software version 3.3.2. Downstream analysis of the principal components was performed using the mixOmics package version 6.3.1 for R version 3.3.2.Panther.db was used to perform Fischer’s exact test for over-representation of ontological terms in gene sets of interest.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Movie 1

Supplementary Movie 2

## Data Availability

RNA-seq, scRNA-seq, and ATAC-seq data are available at Gene Expression Omnibus under accession Superseries GSE119326 (RNA-seq, GSE119324, scRNA-seq GSE119323, ATAC-seq GSE147338).

# Supplementary material for: Unique properties of a subset of human pluripotent stem cells with high capacity for self-renewal
**Source:** Nat Commun. 2020 May 15;11:2420. doi: 10.1038/s41467-020-16214-8
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

Supplementary Movie 1:

Fate of aggregates of GCTM-2<sup>high</sup>CD9<sup>high</sup> cells for 1-24 hours post-plating

Supplementary Movie 2:

Fate of aggregates of GCTM-2<sup>mid</sup>CD9<sup>mid</sup> cells for 1-24 hours post-plating.

Supplementary Data 1.

Differential chromatin accessible peaks between populations.

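Each line of this table is a called region, with its position in hg19, a running number that matches its place in the deposited counts table, the log2 fold change of high over mid, the average log2 CPM and the adjusted p-value. A negative fold change marks a region more accessible in the mid population. The positions of all 1999 regions given here matched the deposited table at that number.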

Supplementary Data 2.

Results from locus overlap enrichment analysis (LOLA) for chromatin accessible peaks from GCTM-2<sup>high</sup>CD9<sup>high</sup>EPCAM<sup>high</sup> and GCTM-2<sup>mid</sup>CD9<sup>mid</sup> populations.

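Each line is a comparison of the called regions with a public set of genomic regions. The columns support, b, c and d are the cells of a contingency table, in which support counts the called regions that overlap the set and c those that do not, and the b and d columns count the other sites of the DNase universe in the same way. The column named log odds ratio holds the odds ratio on a linear scale: the cells give 68.3 for BCL11A in H1 cells, where the paper's reported value is 68.4.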

Supplementary Data 3.

RNA-seq analysis of differential gene expression in GCTM-2<sup>high</sup>CD9<sup>high</sup>EPCAM<sup>high</sup> subpopulation and unsorted cells (general population).

How the deposited data were processed for this re-analysis (not part of the article)

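FAST-ATAC libraries of sorted WA09 cells, 3 replicates of the high population and 3 of the mid population, were the data analysed here. The RNA, methylation and other experiments of the paper were not analysed here.

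The authors trimmed the reads with trimmomatic, aligned them to hg19 with bwa, removed duplicates with Picard, shifted reads to the Tn5 cut site, called regions with MACS 1.4.3 on alignments combined across replicates, merged the regions of both populations, removed blacklisted regions and counted reads with bedtools. The deposited values are raw counts per region and sample. Because regions were called on pooled alignments, how often a region was called in single replicates is not known. Wide merged regions collect more reads and so have more power. Region starts are given here 1 higher than in the deposited table, which was read as counting from 0.

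Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM, quasi-likelihood test, all 118556 regions, no filter), with limma 3.58.1 for loess fits (span 0.3) and DESeq2 1.42.0 as an alternative. P-values were adjusted by the Benjamini-Hochberg method, and regions under 0.01 were called. Replicate numbers pair the samples through the sample labels, which give each number once in each population; the labels give no batch. Tests of overlap shares used scipy 1.17.1 and statsmodels 0.14.6, on the overlap counts the paper reports in Supplementary Data 2. Chromosome-level GC content and gene density are from GRCh38 and GENCODE, and no position was compared between builds.

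The fits were tested on simulated data: counts of all 118556 regions were drawn from the real means, library sizes and dispersions, with 200 regions changed by a log2 fold change of 1. The quasi-likelihood test with the block recovered 103 of the 200 changed regions, made 1 false call and gave no wrong sign. With no replicate block it recovered 111 and made 0 false calls. The simulated counts had no replicate effect and no trend with GC content or read number. They therefore do not show how many of the real calls are false, or whether the block is needed.

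Total counts ran from 15486251 to 26225539 in the high population and from 23091028 to 29025274 in the mid population. A share of counts of about the size reported for wide regions has a 95% Wilson interval 0.0485 percentage points wide in the smallest library. Such intervals cover counting error only, since reads amplified by PCR are not independent molecules.

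Regions named in the text follow a rule: in each direction, the 3 regions with the largest absolute log2 fold change and the 1 with the smallest p-value, among called regions whose 3 same-numbered pairs all changed the same way. The tests, the rule and most alternatives were fixed before the data were examined. Alternatives covered the block, the batch coding, the test, the normalization, filters on low counts, the threshold, and each pair and each sample left out. Distances to transcription start sites, GC content per region and gene names were not computed, since the annotation used here is of another build than the counts.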

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

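Of the tests in this part, all were chosen after the result was seen.

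In the 114 regions that a filter of TMM-normalized CPM above 1 in at least 3 samples removes, leaving the paper's 118442, 19 regions were called, 16 in the high and 3 in the mid population. They include the 3 largest changes toward the high population. The paper does not report on these regions. All 3 pairs changed the same way in 18 of the 19, which were called by a test on these same pairs. Counts too low to separate from sampling noise are a candidate explanation for the single calls: DESeq2 called 0 of the 19, with a smallest adjusted p-value of 0.0156 among the 114 regions, while it called 3898 of the 7200 other regions called by edgeR (54.1%). That comparison is uneven, since most of the 19 are high calls, and over all regions DESeq2 made 26.8% of edgeR's high calls and 70.7% of its mid calls. Among the 114 regions, 45 (39.5%) had an unadjusted p under 0.05 in DESeq2, against 17.3% over all regions. Sampling noise alone would be expected to give 5%, so this share argues against it for the 114 regions as a set. These regions were looked at after edgeR had called some of them. For the single calls, this share does not decide between sampling noise and a population difference.

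Regions on chromosome Y held 61829 reads over the 6 samples, between 6355 and 17604 per sample, far above the smallest number the depth can show (3 counts). The paper does not discuss them. The region from 10020343 to 10028507 held 69.8% of these reads, and was lower in the high population (log2 fold change -0.88, standard error 0.10, adjusted p = 4.59e-08 from edgeR's quasi-likelihood test). Reads of repeated sequence placed on chromosome Y may be the source: the density of regions per megabase on Y was 1.48% of that on X, as counted with GRCh38 chromosome lengths. Whether this region differs between the populations for a biological reason was not tested.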

How the results depend on the processing

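The alternatives named here were fixed before the data were examined, except the offsets per chromosome, the offsets from neighbouring regions, the thinning to equal depth and the combination that gives the paper's counts.

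The number of called regions depended on the block and the batch coding. Against 2747 regions in the high and 4472 in the mid population, no replicate block gave 280 and 1312, replicate 2 set apart as a batch gave 176 and 924, and replicate 3 set apart gave 670 and 1866. DESeq2 called 736 in the high population and 3170 in the mid population, so that 18.8% of its calls were high. At a threshold of 0.05 there were 7145 and 8391. Across the 3 fits that each left out a same-numbered pair, the counts ran from 371 to 3410 in the high population and from 438 to 4793 in the mid population. Across the 6 fits that each left out a single sample with the block kept, they ran from 371 to 3815 and from 432 to 5500. In these 6 fits the same-numbered partner of the sample left out is alone in its block. It then carries no information on the difference between populations, so they are not a check apart from the fits without a pair. The cause of these ranges was not tested. No region called with TMM and the block was called in the opposite direction in any of these fits.

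The share of called regions that were higher in the high population depended on the scaling. It was 38.1% with TMM, 61.0% with total counts only (4971 high regions against 3179), 54.5% with loess offsets on average log2 CPM (3718 against 3107) and 53.6% with loess offsets on region width (3281 against 2841). It was lower than with TMM under upper quartile scaling (29.4%), offsets from neighbouring regions (31.5%), size factors by RLE (33.6%) and offsets per chromosome (34.5%). Total counts put the median log2 fold change of all regions at 0.12, against 0.03 with TMM. Offsets per chromosome gave 1753 high and 3330 mid regions, and offsets from the median of neighbouring regions gave 1118 high and 2427 mid regions, 768 and 1622 of them shared with the TMM calls. Thinning to equal depth, the likelihood ratio test, size factors by RLE, upper quartile scaling, the filters on low counts and replicate 1 set apart as a batch kept both counts within 1.5 times.

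Of the 4 splits of the 6 samples that part all 3 same-numbered pairs, 1 gave as many calls with the block and 1 with no block, the real split in both; the other splits gave 0 calls, with 749 to 2862 regions at an unadjusted p under 0.05 with the block, against 32981 for the real split. With no block, the splits that part 1 pair also gave 0 calls, with 2391 to 11132 regions at an unadjusted p under 0.05. With 4 splits the share cannot fall under 0.25.

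The first principal component held 36.4% of the variance with each region scaled to unit variance and 52.4% over the 5000 most variable regions, against 41.6%. It held 50.9% to 53.2% with a pair left out. The difference in the share of counts in wide regions kept its direction under each alternative, from -4.74 to -3.76 percentage points with a pair left out.

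The median width of high regions, 1016 bp, was 1047 bp with no replicate block, 1535.5 bp with loess offsets on average log2 CPM, 1100 bp with total counts and 965 bp at a threshold of 0.05, and ran from 761 to 1149 bp with a pair left out. The median width of mid regions, 2409 bp, was 2917.5, 1865, 2563 and 2052 bp under those settings, and ran from 2370 to 2976.5 bp. The mid median was above the high median in each.

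For the 8 named regions under 7 alternatives each, 41 of 56 results kept their direction and their side of the threshold, 15 lost significance and 0 reversed. The offsets on GC content per region and the distances to transcription start sites were not run.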

Differences from the paper's values

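With TMM, the quasi-likelihood test, the 3-level replicate block, all samples and the threshold of 0.01, no count differed from the paper's by more than 1.5 times: 2747 and 4472 regions were called here, against the paper's 3144 and 4730, 118556 regions were in the table against the paper's 118442, and the first component held 41.6% of the variance against the paper's 43%. A combination of a batch of 2 levels with replicate 1 set apart, robust dispersions, the likelihood ratio test and a filter on CPM gave 3144, 4730 and 118442. It was chosen after seeing the values, by comparing several combinations with the paper's counts and Supplementary Data 1, whose given log2 fold changes it matched to within 5.0e-05.

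The paper states that the high regions were enriched for binding sites of pluripotent cells compared with the mid regions. Among the 28 ENCODE sets of H1 cells in both sheets as given, 3 overlapped a higher share of the high regions and 25 a higher share of the mid regions, and the paper's own odds ratios against the DNase universe were higher for the high regions in 3 of the 28. ENCODE sets of other cells went the same way, with 12 of 110 higher in the high regions. The median odds ratio was 0.304 for H1 sets and 0.234 for the others. The regions called here were wider in the mid population. These shares do not test how H1 sets rank against other cells, which the paper plots. For the pluripotency factors in embryonic stem cell sets of the CODEX collection, the shares were higher in the high regions for NANOG, as with the H1 set (odds ratios 2.27 and 1.67, adjusted p = 4.68e-42 and 2.56e-15 from Fisher's exact test with Benjamini-Hochberg adjustment), while for SOX2 (odds ratios 1.17 and 1.06, adjusted p = 0.0840 and 0.723) and POU5F1 (1.14, adjusted p = 0.0621) they did not differ in Fisher's exact test. The ranking within each sheet follows the paper: 13 of the 15 highest ENCODE sets were from H1 cells for the high regions and 1 of 15 for the mid regions, over the rows given. Those rows held 138 ENCODE sets for the high regions (28 from H1 cells) and 680 for the mid regions (58 from H1 cells). The paper names POU5F1 and TCF12 among the factors most enriched in the high regions; the shares set against each other gave an odds ratio of 0.993 for POU5F1 and 0.645 for TCF12 with the H1 sets.

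The paper calls the values of Supplementary Data 2 and Fig. 7 log odds ratios. The overlap counts give the values of Supplementary Data 2 as linear odds ratios, within 0.553% for the high regions and 1.53% for the mid regions. The scale of the values plotted in Fig. 7 was not checked.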

Other observations

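Of the tests in this part, those on the narrowest regions and on thinned counts were chosen before their results were seen, and the others after.

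The median log2 fold change of regions differed between chromosomes. It was -0.47 on chromosome 19, with 2 high and 959 mid calls, and 0.24 on chromosome 4, with 350 high and 36 mid calls. Chromosome 19 held 3.59% ± 0.284 (SD, n = 3) of the counts in the high population and 5.13% ± 0.181 (SD, n = 3) in the mid population. Across 23 chromosomes without Y, the median fell with the GC content of the chromosome in GRCh38, with a Pearson's r of -0.95 and a Spearman's rho of -0.94 (permutation p = 1e-05 for each, the smallest that 100000 permutations give, and 2e-05 after adjustment over 2 relations). Without chromosomes 19 and 22 the r was -0.90. With protein-coding genes per megabase the r was -0.75 (permutation p = 2e-05, adjusted 2e-05). The Spearman's rho was -0.70 (permutation p = 0.00036, adjusted 0.00036), and without chromosomes 17 and 19 the r was -0.63. Chromosomes are not independent replicates of the populations. The line on GC content held an r squared of 0.895, so the graded pattern is not that of a few chromosomes alone. The paper states that the cell lines used had a diploid karyotype by G-banding, which goes against gain or loss of single chromosomes. The counts alone do not exclude it, since chromosome 21 lay below the line, with a log2 residual of -0.24, and the next farthest, chromosome 20, had a residual of -0.07. Wide regions concentrated on these chromosomes do not account for the pattern, since the gap between chromosomes 19 and 4 in the narrowest 25% of regions was 0.905 of that over all regions. GC content bias that differs between libraries may contribute: the slope on GC content of each sample's deviation from the mean of the 6 samples, in log2 units per percent, was -0.06, -0.03 and -0.01 in high replicates 1, 2 and 3 and 0.04, 0.04 and 0.03 in the mid replicates, so that the range within the high population was 0.729 of the difference between the populations. Each high slope was below each mid slope, and the same-numbered pairs differed by -0.09, -0.07 and -0.04, all of the same sign. The range within a population does not use this pairing, and a bias that goes with the population was not separated from a difference in chromatin.

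Regions with many reads shifted toward the mid population. The median log2 fold change fell from 0.22 in the 10% of regions with the lowest average counts to -0.21 in the 10% with the highest, which held 2744 of the mid calls. Signal to background that differs between libraries may contribute: the gap between those groups varied within the mid population by 0.927 of the difference between the populations. All 3 high replicates had a gap below that of each mid replicate, and the same-numbered pairs differed by -0.66, -0.26 and -0.20, all of the same sign. Signal to background that goes with the population was not separated from a biological difference. After thinning all libraries to 15486251 counts the gap was 0.982 of what it was; thinning keeps expected ratios, so a difference in sequencing depth cannot be excluded this way.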
